# Vertical sleeve gastrectomy induces enteroendocrine cell differentiation of intestinal stem cells through bile acid signaling

**DOI:** 10.1172/jci.insight.154302

**Published:** 2022-06-08

**Authors:** Ki-Suk Kim, Bailey C.E. Peck, Yu-Han Hung, Kieran Koch-Laskowski, Landon Wood, Priya H. Dedhia, Jason R. Spence, Randy J. Seeley, Praveen Sethupathy, Darleen A. Sandoval

**Keywords:** Cell Biology, Metabolism, Adult stem cells, Peptides, Surgery

## Abstract

Vertical sleeve gastrectomy (VSG) results in an increase in the number of hormone-secreting enteroendocrine cells (EECs) in the intestinal epithelium; however, the mechanism remains unclear. Notably, the beneficial effects of VSG are lost in a mouse model lacking the nuclear bile acid receptor farnesoid X receptor (FXR). FXR is a nuclear transcription factor that has been shown to regulate intestinal stem cell (ISC) function in cancer models. Therefore, we hypothesized that the VSG-induced increase in EECs is due to changes in intestinal differentiation driven by an increase in bile acid signaling through FXR. To test this, we performed VSG in mice that express EGFP in ISC/progenitor cells and performed RNA-Seq on GFP-positive cells sorted from the intestinal epithelia. We also assessed changes in EEC number (marked by glucagon-like peptide-1, GLP-1) in mouse intestinal organoids following treatment with bile acids, an FXR agonist, and an FXR antagonist. RNA-Seq of ISCs revealed that bile acid receptors are expressed in ISCs and that VSG explicitly alters expression of several genes that regulate EEC differentiation. Mouse intestinal organoids treated with bile acids and 2 different FXR agonists increased GLP-1–positive cell numbers, and administration of an FXR antagonist blocked these effects. Taken together, these data indicate that VSG drives ISC fate toward EEC differentiation through bile acid signaling.

## Introduction

Vertical sleeve gastrectomy (VSG) is the most frequently performed bariatric surgery in the United States (1). VSG patients lose approximately 81% of excess body mass within 1 year, and approximately 38% of patients with type 2 diabetes mellitus achieve postoperative remission (2). VSG increases postprandial plasma levels of many gut peptide hormones, such as glucagon-like peptide-1 (GLP-1), gastric inhibitory polypeptide (GIP), peptide YY (PYY), and cholecystokinin (CCK), which all play roles in regulating satiety, lipid handling, energy expenditure, and glucose homeostasis (3). Importantly, this observation is consistent between clinical and preclinical studies, is seen within 2 days following VSG, and is maintained for at least 5 years after surgery (4–8). Therefore, the drastic increase in plasma gut peptides with VSG is presumed to be the mechanism for successful VSG outcomes. However, a critical question that remains is what drives the postoperative increases in circulating gut hormones.

A number of studies (9–11) demonstrated an increase in the number of GLP-1–secreting enteroendocrine cells (EECs) after VSG without any gross morphological changes in the intestinal epithelium. Gut peptides are secreted from EECs, which are scattered individually throughout the intestinal epithelium along with many other intestinal cell types (goblet cells, enterocytes, Paneth cells). The intestinal epithelium is continuously renewed by proliferation and differentiation of crypt base columnar intestinal stem cells (ISCs), which can be isolated and sorted by the marker leucine rich repeat containing G protein–coupled receptor 5 (*LGR5*) (12). The cell signaling pathways that regulate ISC proliferation and differentiation have been well described. First, Notch signaling is required for the renewal of ISCs, and thus the activation of Notch signaling induces cell proliferation (12). In addition, Notch signaling represses the transcriptional regulator atonal bHLH transcription factor 1 (ATOH1) and thereby promotes ISC differentiation toward absorptive enterocytes. Conversely, the inhibition of Notch signaling activates ATOH1 to the differentiation of secretory lineage progenitor cells such as EECs, goblet cells, and Paneth cells (13). Therefore, the *Notch* and *ATOH1* gene families play a significant role in ISC maintenance and EEC differentiation. However, whether VSG drives ISC fate toward EECs, and what signals drive this change, are unknown.

We previously found that a bile acid (BA) receptor, farnesoid X receptor (FXR), is necessary for the VSG-induced weight loss and improvements in glucose homeostasis (14). However, the mechanisms by which FXR mediates the metabolic impact of VSG remain elusive. Like gut peptides, many BA species are increased several-fold after VSG in mice (15) and humans (16). Previous work has demonstrated that the taurine-conjugated BA, taurocholic acid (TCA), stimulates intestinal epithelial cell proliferation by activation of epidermal growth factor receptor (EGFR), while a secondary BA, deoxycholic acid (DCA), inhibits cell proliferation by activating FXR, suggesting that different BA species act via distinct signaling mechanisms to regulate intestinal epithelial homeostasis (17). Moreover, FXR signaling has also been found to regulate ISC proliferation in a colorectal cancer mouse model (18). Thus, accumulating data suggest that BA signaling is critical for VSG outcomes and ISC fate. Hence, we hypothesized that the increased secretion of BAs after VSG drives ISC fate toward EECs through BA signaling, which then results in a drastic increase of various gut peptides.

## Results

As seen in human bariatric patients (3) and in our previous murine work (19), VSG results in dramatic reductions in body weight (BW) and fat mass without significantly altering lean mass in diet-induced obese (DIO) mice (Figure 1, A–D). VSG-treated mice initially had a significant reduction in food intake, which was restored to the level of their sham-treated counterparts within 3 weeks after surgery (Figure 1E). VSG mice also had improved oral glucose tolerance compared with sham surgery mice (Figure 1F). These data highlight that we have replicated our previous findings regarding the impact of VSG on BW, food intake, and glucose tolerance (19–21).

Here, we focus on Glp-1 and Pyy, as these 2 anorectic gut peptides are historically suggested to be secreted from the same cells, have demonstrated effects on suppressing feeding, and are increased postprandially by VSG. Consistent with our and others’ previous studies (19), plasma total Glp-1 levels were increased 15 minutes after oral administration of a mixed liquid meal (Ensure plus) in VSG versus sham mice (Figure 2A). We also observed that Glp-1^+^ cell numbers were 2-fold higher in VSG versus sham mice, though this was observed specifically within the jejunal epithelium, with no significant increase in the duodenal or ileal epithelia (Figure 2, B–D). The number of jejunal Glp-1^+^ EECs was significantly associated with plasma levels of total Glp-1 (Figure 2E). Notably, we did not observe any changes in villi length or crypt depth in any part of the small intestinal sections (Figure 2, F and G), indicating that the increased Glp-1^+^ EEC number was not the result of intestinal proliferation. Plasma levels of Pyy were also increased in VSG-treated mice (Figure 2H). Intriguingly, we observed Pyy^+^ EEC number was significantly increased in the VSG-treated duodenal and ileal epithelia, but not in the jejunal epithelium (Figure 2, I–K), demonstrating a regional difference in VSG-induced changes within subtypes of EECs. The number of duodenal or ileal Pyy^+^ EECs did not significantly correlate with the plasma levels of total Pyy (Figure 2, L and M), even when the duodenal and ileal cell numbers were pooled (*P* = 0.08). These data suggest that intestinal cellular adaptations to VSG drive increases in postprandial GLP-1 levels.

Given the high turnover rate of cells within the intestinal epithelium, cellular proliferation and differentiation is a highly regulated process. To determine whether the increase in EECs after VSG is due to alterations in differentiation, we performed VSG on a genetically modified mouse model expressing EGFP in its *Lgr5* gene (Supplemental Figure 1, A and B; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.154302DS1), a specific ISC/progenitor marker gene (12). As expected (19–21), the VSG-treated Lgr5^EGFP^ mice demonstrated reductions in BW and fat mass, normal lean mass, and improvements in oral glucose tolerance compared with their sham counterparts (Supplemental Figure 1, C–F). We then performed RNA-Seq on the GFP^+^ ISCs sorted from the duodenal, jejunal, and ileal epithelia. 

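The sorted cells came from Lgr5-EGFP mice, in which green fluorescent protein is made from the stem cell gene Lgr5. The mice had been fed a high-fat diet for 16 weeks and were studied 4 weeks after VSG or sham surgery, 15 minutes after a liquid meal, and 6 cm of each segment was taken. RNA-Seq of 7 mice gave the 16 libraries used here. The duodenum and the jejunum each had 4 VSG and 2 sham libraries, all from the same 6 mice, and the ileum had 2 VSG and 2 sham libraries. A replicate number names the same mouse in every segment, and VSG and sham mice with the same number are different mice. The paper's methods state that other libraries with low mapping percentages had been excluded, which were 1 sham library in each segment and 2 VSG libraries in the ileum. The authors mapped the reads to the mouse genome mm10 (GRCm38) with STAR, quantified transcripts with Salmon, and normalized with DESeq2 within each segment. They deposited 1 table of normalized counts per segment, each listing 48440 genes. For most genes the normalized counts are not whole reads divided by 1 factor per library, so no count model was run on them. The smallest step between values gives what 1 read was worth, and from it the number of reads behind each library. In the duodenum, VSG replicates 1 to 4 had an implied 33.7, 48.7, 63.6 and 45.7 M reads (median 47.2 M), and the sham replicates had 56.0 and 45.8 M. The jejunal libraries had 22.2, 42.4, 23.8 and 57.8 M after VSG (median 33.1 M) and 42.2 and 39.0 M after sham surgery. Ileal depth was 36.4 and 32.0 M in VSG replicates 4 and 5, and 21.5 and 10.9 M in the sham replicates. Between 65.1% and 68.9% of genes were listed at 0 in the duodenal libraries, 65.2% to 73.4% in the jejunal libraries and 71.2% to 78.1% in the ileal libraries. Of the genes with a mean normalized count above 50, 11.6% in the duodenum, 20.2% in the jejunum and 36.1% in the ileum were listed at 0 in at least 1 library, so a 0 can be a transcript that was lost. Lgr5 itself (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780, minus strand) had 6565, 2638, 2169 and 892 normalized counts in the duodenal VSG libraries and 1082 and 884 in the sham libraries. It had 497, 426, 1661 and 630.3 in the jejunal VSG libraries and 672 and 420.4 in the ileal VSG libraries. Sham replicate 1 was listed at 0 for Lgr5 in both the jejunum and the ileum, and sham replicate 2 had 2053 and 152. Each segment was tested separately with limma, a linear model with variances moderated across genes, on log2(normalized count + 1), over genes with a mean above 10. The pseudocount of 1 understates the change of genes with low counts. Positions are those of GENCODE M21 on GRCm38.

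**Figure D1:**
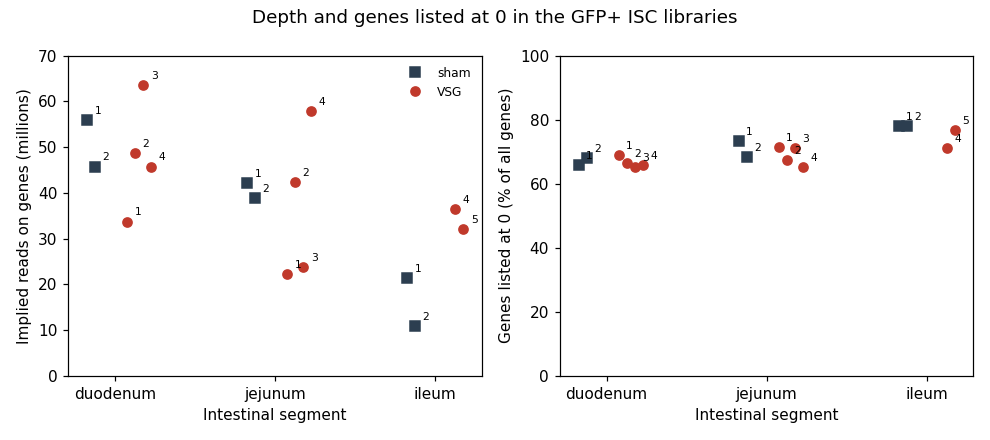
Implied reads on genes in M (left panel) and the percentage of all genes listed at 0 (right panel) for each library of GFP+ ISCs, by intestinal segment, with squares for sham, circles for VSG and the replicate number beside each point. Sham replicate 2 of the ileum has the fewest reads, 10.9 M.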

We presorted immune cells (CD45 positive), endothelial cells (CD31 positive), apoptotic (annexin V positive), and dead cells (stained with Sytox blue) (Supplemental Figure 2A) and saw no effect of surgery on these cell populations. We did observe that the proportion of GFP^+^ ISCs was decreased in the duodenum and jejunum, but not ileum, in VSG-treated mice (Supplemental Figure 2B). 

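Principal components were computed within each segment on the log2 values of the 500 most variable genes, centred on each gene's mean. In the duodenum, the first component held 27.9% of the variance and did not part the surgeries. VSG replicate 1 scored 83.2, the other VSG libraries scored -35.7 to -12.3, and the sham libraries scored -27.8 and 19.7 (exact permutation test of the group means, two-sided, p = 0.867). The second duodenal component, with 24.6% of the variance, put all 4 VSG libraries (at most 5.83) below both sham libraries (17.1 and 74.3). Its exact permutation p was 0.0667, the smallest that 4 libraries against 2 allow. The second component no longer parted them with a pseudocount of 10 or with all genes of a mean above 50 (exact permutation p = 0.200 in each), or without VSG replicate 1, 2 or 3. In the jejunum, the first component (38.1%) set sham replicate 1 apart at -114, while sham replicate 2 at 29.8 lay among the VSG libraries (-0.725 to 35.5; exact permutation p = 0.200). The second jejunal component (26.7%) set VSG replicate 1 apart at 93.1 from scores of -47.7 to -4.62 in the other 5 libraries (exact permutation p = 0.667). In the ileum, the first component (39.2%) gave the VSG libraries 36.5 and 39.2, and the sham libraries -107 and 31.1. The exact permutation p of 0.333 is the smallest that 2 libraries against 2 allow, and sham replicate 2 lay closer to the VSG libraries than to sham replicate 1. With all genes of a mean above 50, or each gene scaled to unit variance, the first ileal component no longer parted the surgeries (exact permutation p = 1). The second ileal component (37.0%) put both VSG libraries (-72.1 and -17.1) below both sham libraries (-4.92 and 94.2), here and under these 2 settings and a pseudocount of 10 (exact permutation p = 0.333 in each). With a pseudocount of 10 the first jejunal component held 43.9% and put all VSG libraries on one side of the sham libraries (exact permutation p = 0.0667).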

Principal component analysis of the transcriptomic profiles stratified sham- and VSG-treated mice across all segments (Supplemental Figure 3, A–C), demonstrating the differential impact of VSG on the various sections of the small intestine. By performing differential expression analysis (*P* < 0.05, adjusted *P* < 0.2, log_2_ fold change > 0.5, normalized count > 50 by DESeq2), we found that VSG altered 467 genes (259 up; 208 down) in the duodenum, 510 genes (348 up; 162 down) in the jejunum, and 955 genes (600 up; 355 down) in the ileum (Supplemental Figure 3, D–F). 

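With the thresholds of the paper applied to the limma test, 4 of 16867 duodenal genes were called, all of them lower after VSG, and 2 of 15857 jejunal genes, both higher. None of the 13853 ileal genes tested was called, with 455 genes at an unadjusted p under 0.05. At that unadjusted level there were 1057 genes in the duodenum (470 higher and 587 lower after VSG) and 957 in the jejunum (576 higher and 381 lower), where chance alone would give 843 and 793, and 693 in the ileum. Akp3 (ENSMUSG00000036500, chromosome 1, 87124973 to 87127912, plus strand), an alkaline phosphatase gene, fell from 30279 ± 898 (SD, n = 2) to 5109.6 ± 1883 (SD, n = 4) normalized counts in the duodenum, a log2 fold change of -2.64 (standard error 0.33, adjusted p = 0.196 from limma with Benjamini-Hochberg adjustment). The log2 fold changes of 5031439G07Rik (ENSMUSG00000036046, chromosome 15, 84943936 to 84988551, minus strand), Aldh1a1 (ENSMUSG00000053279, chromosome 19, 20492715 to 20643465, plus strand) and Abcc2 (ENSMUSG00000025194, chromosome 19, 43782192 to 43840740, plus strand) were -2.71, -2.48 and -1.86, at the same adjusted p from limma. Abcc2 was named after its value was seen. For all 4 genes, every VSG library lay below both sham libraries. The 2 jejunal genes are uncertain. AY036118 (ENSMUSG00000105361, chromosome 17, 39847113 to 39848035, minus strand) lies within a ribosomal RNA gene, was listed at 0 in both sham libraries and had 7462 to 45728 normalized counts in the VSG libraries (adjusted p = 4.53e-05 from limma). Sprr2a1 (ENSMUSG00000078664, chromosome 3, 92215799 to 92221911, plus strand), whose reads the counting could have shared with its near-identical copy Sprr2a2, was also listed at 0 in both sham libraries and had 1029.8 to 4679 normalized counts in the VSG libraries (adjusted p = 0.0581 from limma). Leaving the trend of variance with expression out of limma gave 43 duodenal genes (31 higher, 12 lower), 61 jejunal genes (58 higher, 3 lower) and 463 ileal genes (391 higher, 72 lower), with 2, 2 and 0 genes shared with the calls made with the trend. No alternative run moved the jejunal and ileal counts more. One library also moved the duodenal count, since 44 genes were called without VSG replicate 1, 3 of them shared. The genes called in the authors' deposited table changed in the same direction under limma in every case that could be matched by name, 466 in the duodenum, 509 in the jejunum and 949 in the ileum. An unadjusted limma p under 0.05 was found for 390, 346 and 348 of the genes called in the authors' deposited table of the duodenum, jejunum and ileum. Among the genes called in the authors' deposited table, 96 in the duodenum (20.6%), 175 in the jejunum (34.4%) and 674 in the ileum (71.0%) had every library of 1 surgery group listed at 0. The libraries of the 2 surgery groups did not overlap for 82.0%, 70.3% and 69.4% of the genes called in the authors' deposited table, against 13.3%, 13.3% and 33.3% by chance for a gene not chosen by its difference.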

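Under limma, the 2 genes increased by VSG past the thresholds, AY036118 and Sprr2a1, were called in the jejunum only, and without VSG replicate 1 of each segment the number of genes called as increased in 1 segment only rose to 20, and to 470 with limma without trend, a setting added after the values were seen. Not being called in a segment does not show a difference between segments, so the difference itself was tested from each mouse's jejunal minus its duodenal log2 value, VSG against sham, over 14718 genes. No gene had an adjusted p under 0.2, and 622 had an unadjusted p under 0.05. Across these genes the log2 fold changes of duodenum and jejunum had a Spearman correlation of 0.173, with 58.4% of genes moving the same way. It was 0.0550 between duodenum and ileum and 0.0860 between jejunum and ileum, and genes are not independent replicates. In the authors' deposited table of each segment, 228 of 259 increased genes in the duodenum, 318 of 348 in the jejunum and 575 of 600 in the ileum were increased in that segment only. The authors' deposited tables of the duodenum and the jejunum shared 18 increased genes, those of duodenum and ileum 13, those of jejunum and ileum 12, and 0 genes were increased in all 3. Of the genes increased only in the duodenum in the authors' deposited table, 136 of the 195 tested in the jejunum (69.7%) were also higher after VSG there, against 55.0% of all jejunal genes. Of those increased only in the jejunum in the authors' deposited table, 195 of 304 (64.1%) were higher in the duodenum, against 50.7% of all duodenal genes, and both segments came from the same 6 mice. In the ileum the 2 shares were 59.2% and 57.0%, against 57.0% of all ileal genes. Genes increased only in the ileum in the authors' deposited table were higher in 56.2% of cases in the duodenum and 62.1% in the jejunum.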

Of note, some of the VSG-increased genes were region specific (Supplemental Figure 3, G and H). 

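The 18 secretory progenitor genes of Figure 3 are Atoh1, Pax4, Pax6, Cd24a, Cd44, Neurog3, Insm1, Nkx2-2, Neurod1, Isl1, Tcf7l2, Foxa1, Foxa2, Sox4, Trim35, Spdef, Dll4 and Dll1, and were tested as a set with camera, which compares a set's change with that of all other genes. In the duodenum, 15 of the 18 were higher after VSG, with a median log2 fold change of 0.57 (adjusted p = 8.72e-05 from camera in limma, two-sided, with a preset correlation of 0.01 between genes). In the jejunum, 16 of 18 were higher, with a median of 1.18 (adjusted p = 3.93e-04 from the same limma test, over 8 tests of gene sets). The preset correlation moved these tests most. With the correlation estimated from the libraries, the adjusted p was 0.157 and 0.282 in limma, and with fry, a rotation test in limma, 0.146 and 0.216. None of the 8 tests of gene sets had an adjusted p under 0.05 in either. The sets come from the study of these same samples, so no p of a set is taken as independent evidence. The sham libraries set the size of the shift, since the jejunal median was 0.48 without sham replicate 1 and the duodenal median 0.16 without sham replicate 2. In the ileum, 13 of the 16 genes tested were higher, with a median of 1.42, but 8 of 16 without VSG replicate 4, with a median of 0.0659, and the median was 2.55 without sham replicate 1. With quantile normalization the ileal median was 0.53, with 13 of 16 higher. Among single genes, Cd24a (ENSMUSG00000047139, chromosome 10, 43578284 to 43584265, plus strand) had 23300.3 ± 3017 (SD, n = 4) normalized counts after VSG and 13304 ± 630.4 (SD, n = 2) after sham surgery in the duodenum, a log2 fold change of 0.80 (standard error 0.21, adjusted p = 0.485 from limma). Nkx2-2 (ENSMUSG00000027434, chromosome 2, 147177546 to 147194243, minus strand), a transcription factor gene of EECs, had 313, 1482, 719 and 417 in the duodenal VSG libraries and 96.7 and 99.7 in the sham libraries, a log2 fold change of 2.63 (standard error 0.76, adjusted p = 0.522 from limma). Over all 60 genes the study names, 56 could be tested in the duodenum and in the jejunum and 54 in the ileum. Their unadjusted limma p was under 0.05 for 11 duodenal genes (6 higher, 5 lower), 12 jejunal genes (7 higher, 5 lower) and 2 ileal genes (1 higher, 1 lower). Adjusted over all genes tested, 0 of them had an adjusted p under 0.2 in any segment, and adjusted over the list alone, 10 duodenal, 11 jejunal and 0 ileal genes did. The list comes from the study of these same samples, so the second count is not taken as independent evidence.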

Consistent with our observation that VSG promoted allocation of EECs in the small intestine, we found that GFP^+^ ISCs, particularly from duodenal and jejunal regions, exhibited elevated expression patterns of genes that mark and/or regulate secretory lineage differentiation after VSG (Figure 3). These include genes that encode proteins involved in secretory progenitor cell fate control (*Atoh1*, ref. 12; and its target genes *Spdef*, *Dll3*, and *Dll4*) and EEC differentiation (*Pax4*, ref. 22; and *Pax6*, ref. 23), as well as gut peptides (*Gcg*, *Pyy*, *Cck*, *Gip*, and *Fgf15*). In contrast, enterocyte marker genes (*Sis*, *Alpi*, *Enpp7*, and *Apoc3*) were decreased in GFP^+^ ISCs of duodenal and jejunal samples from VSG mice (Figure 3). 

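Atoh1 (ENSMUSG00000073043, chromosome 6, 64729125 to 64731245, plus strand) had 635 ± 450.2 (SD, n = 4) normalized counts after VSG and 484 ± 488 (SD, n = 2) after sham surgery in the duodenum, a log2 fold change of 0.41 (standard error 1.09, adjusted p = 0.946 from limma). Without VSG replicate 4 that change was -0.05. In the jejunum it had 1319 ± 531 (SD, n = 4) after VSG and 522 ± 101 (SD, n = 2) after sham surgery, a log2 fold change of 1.22 (standard error 0.59, exact permutation p = 0.200, adjusted p = 0.760 from limma), and VSG replicate 4 at 529 lay between the sham libraries. Spdef (ENSMUSG00000024215, chromosome 17, 27714352 to 27728955, minus strand) had 1244 ± 171 (SD, n = 4) in the duodenum after VSG and 498 ± 211 (SD, n = 2) after sham surgery, a log2 fold change of 1.38 (standard error 0.41, exact permutation p = 0.0667, adjusted p = 0.533 from limma). All 4 VSG libraries lay above both sham libraries, and the two-sided exact permutation p is the smallest that 4 libraries against 2 allow. In the jejunum Spdef rose by 1.50 (standard error 0.57, exact permutation p = 0.133, adjusted p = 0.760 from limma), with VSG replicate 4 at 1006 just under sham replicate 2 at 1026. For Dll4 (ENSMUSG00000027314, chromosome 2, 119325784 to 119335962, plus strand) every VSG library lay above both sham libraries in the duodenum, with a log2 fold change of 0.94 (standard error 0.35, exact permutation p = 0.0667, adjusted p = 0.666 from limma), and in the jejunum, with 1.65 (standard error 0.69, exact permutation p = 0.0667, adjusted p = 0.760 from limma). Dll3 (ENSMUSG00000003436, chromosome 7, 28293553 to 28302238, minus strand) was near the limit of detection. Its normalized counts in the duodenum were 63.5, 0, 23.5 and 30.8 in VSG replicates 1 to 4 and 0 and 112 in the sham replicates, and those in the jejunum 143, 0, 0 and 25.5 in VSG replicates 1 to 4 and 0 and 0 in the sham replicates. The duodenal log2 fold change of Dll3 was 0.49 and reversed to -0.14 with a pseudocount of 10 and to -0.21 without VSG replicate 1. Pax4 (ENSMUSG00000029706, chromosome 6, 28442334 to 28449353, minus strand) had 544, 0, 184 and 103 in VSG replicates 1 to 4 and 109.7 and 0 in the sham replicates in the duodenum. The jejunal counts of Pax4 were 0, 21.6, 45.9 and 74.4 in VSG replicates 1 to 4 and 0 and 0 in the sham replicates, with exact permutation p-values of 0.733 and 0.267 in the 2 segments. The duodenal change of Pax4 fell below 0 without sham replicate 2, at -0.96. The log2 fold change of Pax6 (ENSMUSG00000027168, chromosome 2, 105668900 to 105697364, plus strand) was 1.63 (standard error 1.53, adjusted p = 0.880 from limma) in the duodenum and 1.00 (standard error 1.17, adjusted p = 0.850 from limma) in the jejunum. Without sham replicate 1 the duodenal change of Pax6 was -0.21.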

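For the gut peptides, 1 jejunal library has to be read apart. Fabp6, a bile acid binding protein gene chosen after its values were seen, had 196951 normalized counts in VSG replicate 1 of the jejunum, 15.8 to 313 in the other 5 jejunal libraries and 29162 to 208801 in the ileal libraries, so each jejunal change is also given without that library. Gcg (ENSMUSG00000000394, chromosome 2, 62474530 to 62483650, minus strand) had 814 ± 108 (SD, n = 4) normalized counts after VSG and 504 ± 74.5 (SD, n = 2) after sham surgery in the duodenum, a log2 fold change of 0.69 (standard error 0.42, exact permutation p = 0.0667, adjusted p = 0.875 from limma), with all 4 VSG libraries above both sham libraries. In the jejunum its counts were 7462, 1148, 2364 and 714 in VSG replicates 1 to 4 and 826 and 986 in the sham replicates, a log2 fold change of 1.11 (standard error 0.79, exact permutation p = 0.400, adjusted p = 0.760 from limma) that was 0.47 without VSG replicate 1. Pyy (ENSMUSG00000017311, chromosome 11, 102106676 to 102107832, minus strand) was at the limit of detection in the duodenum, with 0, 40.8, 30.2 and 17.4 in VSG replicates 1 to 4 and 0 and 0 in the sham replicates. Jejunal Pyy counts were 1507, 244, 115 and 32.2 in VSG replicates 1 to 4 and 0 and 9.68 in the sham replicates, and the log2 fold change of 5.89 (standard error 2.23, exact permutation p = 0.0667, adjusted p = 0.760 from limma) was 4.91 without VSG replicate 1. Cck (ENSMUSG00000032532, chromosome 9, 121489824 to 121495694, minus strand) changed by 0.07 (standard error 0.41) in the duodenum and -0.01 (standard error 0.75) in the jejunum, and by -0.18 and 0.56 without VSG replicate 3 and VSG replicate 1 respectively. Gip (ENSMUSG00000014351, chromosome 11, 96024545 to 96030831, plus strand) changed by 0.21 (standard error 0.52) in the duodenum, and by -0.12 without VSG replicate 3. In the jejunum Gip changed by -1.59 (standard error 1.50), where VSG replicate 1 had 187 normalized counts and the other VSG libraries 10843 to 20203, and the change was -0.04 without that library. Fgf15 (ENSMUSG00000031073, chromosome 7, 144896531 to 144900953, plus strand), the gene of an ileal hormone, had 0, 0, 56.8 and 0 in VSG replicates 1 to 4 and 44.7 and 54.8 in the sham replicates in the duodenum, a log2 fold change of -4.20 (exact permutation p = 0.400). In the jejunum Fgf15 had 13821, 368, 51.1 and 142 in VSG replicates 1 to 4 and 0 and 48.9 in the sham replicates, a log2 fold change of 5.97 (standard error 2.42, exact permutation p = 0.133, adjusted p = 0.760 from limma) that was 4.31 without VSG replicate 1.

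**Figure D2:**
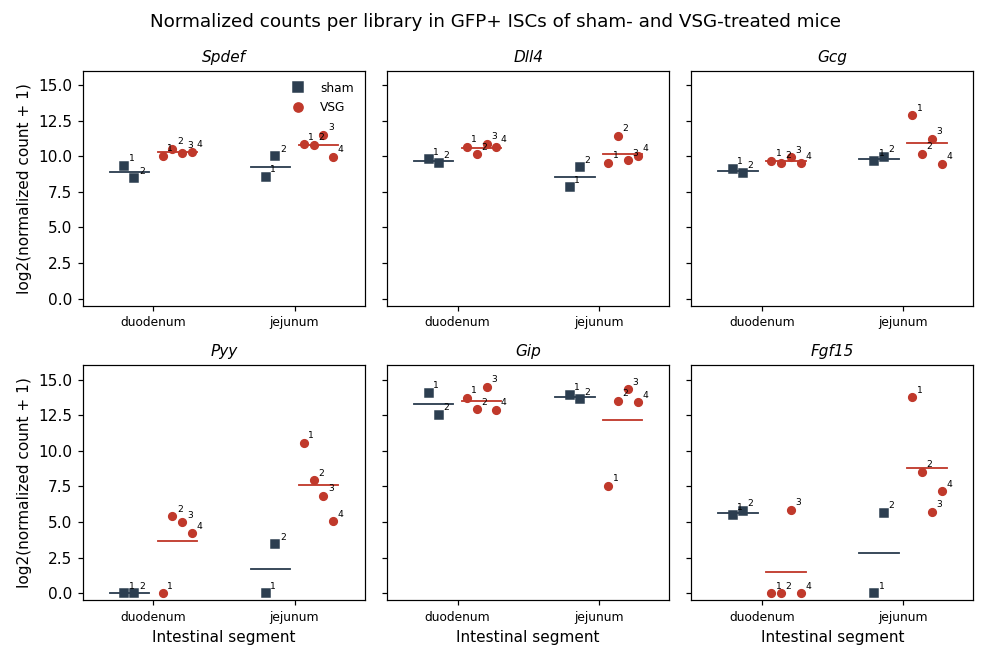
Normalized counts of Spdef, Dll4, Gcg, Pyy, Gip and Fgf15 on a log2(normalized count + 1) axis in each library of GFP+ ISCs from the duodenum and jejunum, with squares for sham, circles for VSG, the replicate number beside each point and a line at the mean of each group. VSG replicate 1 of the jejunum has the highest Gcg, Pyy and Fgf15 and the lowest Gip of the jejunal libraries, and Spdef of the duodenum lies higher in all 4 VSG libraries than in both sham libraries.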

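Alpi (ENSMUSG00000079440, chromosome 1, 87098002 to 87101606, minus strand), an intestinal alkaline phosphatase gene, fell from 72802 ± 5859.6 (SD, n = 2) to 29085 ± 8268 (SD, n = 4) normalized counts in the duodenum, a log2 fold change of -1.36 (standard error 0.28, exact permutation p = 0.0667, adjusted p = 0.336 from limma). In the jejunum it fell from 33926 ± 18509.9 (SD, n = 2) to 9924 ± 1435 (SD, n = 4), a log2 fold change of -1.67 (standard error 0.38, exact permutation p = 0.0667, adjusted p = 0.733 from limma) that stayed between -2.25 and -1.08 with each library left out in turn. Adjusted over the list alone, the p of Alpi was 0.0433 in the duodenum and 0.0705 in the jejunum, on a list from the study of these same samples. Enpp7 (ENSMUSG00000046697, chromosome 11, 118988188 to 118993221, plus strand), a sphingomyelinase gene, changed by -2.92 (standard error 0.81, exact permutation p = 0.0667, adjusted p = 0.485 from limma) in the duodenum, with the sham libraries at 2320.0 and 611 normalized counts, and by -1.85 (standard error 0.49, exact permutation p = 0.0667, adjusted p = 0.760 from limma) in the jejunum. For both genes, in both segments, all 4 VSG libraries lay below the sham libraries. Apoc3 (ENSMUSG00000032081, chromosome 9, 46232933 to 46235636, minus strand) changed by -1.30 in the duodenum (exact permutation p = 0.133) and -1.90 in the jejunum (exact permutation p = 0.267), and jejunal VSG replicate 2 at 6599 lay just above sham replicate 2 at 6366. Sis (ENSMUSG00000027790, chromosome 3, 72888557 to 72967863, minus strand) changed by -0.58 (standard error 0.47, adjusted p = 0.880 from limma) in the duodenum and -0.88 (standard error 0.58, adjusted p = 0.760 from limma) in the jejunum, where sham replicate 1 had 293169 normalized counts, sham replicate 2 had 84043, and the VSG libraries 57402 to 103039. Without sham replicate 1 the jejunal change of Sis was 0.02. In the ileum the 4 genes changed by -0.49 (Alpi), 0.17 (Enpp7), 0.02 (Apoc3) and 0.04 (Sis), with exact permutation p-values from 0.667 to 1.00, and leaving out 1 VSG library changed the sign of each.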

Of note, several genes involved in Notch signaling, a pathway critical for priming ISCs toward the absorptive lineage (13), were remarkably decreased after VSG, especially in the jejunum (Figure 3).

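The Notch panel of Figure 3 holds Bmp1, Dvl1, Notch1, Notch2 and Notch4. All 5 were lower after VSG in the jejunum, with log2 fold changes from -1.24 to -0.38, and 4 of 5 were higher in the duodenum. Dvl1 (ENSMUSG00000029071, chromosome 4, 155847402 to 155859303, plus strand), a gene of Wnt signaling, had 3319 ± 1108 (SD, n = 4) normalized counts after VSG and 6190.3 ± 1091 (SD, n = 2) after sham surgery in the jejunum, a log2 fold change of -0.95 (standard error 0.39, exact permutation p = 0.133, adjusted p = 0.760 from limma). All 4 jejunal VSG libraries lay below both sham libraries for Dvl1. In the duodenum Dvl1 changed by 0.23 (standard error 0.32). The change of Dvl1 in the jejunum minus that in the duodenum, tested within mice, was -1.18 (standard error 0.60, exact permutation p = 0.0667, adjusted p = 0.985 from limma). Bmp1 (ENSMUSG00000022098, chromosome 14, 70474558 to 70520234, minus strand), a gene of procollagen processing, was lower in both segments. It changed by -1.35 (standard error 0.49, exact permutation p = 0.0667, adjusted p = 0.653 from limma) in the duodenum, where all 4 VSG libraries lay below both sham libraries, and by -1.24 (standard error 0.62, exact permutation p = 0.267, adjusted p = 0.760 from limma) in the jejunum.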

We validated the RNA-Seq data with quantitative PCR and confirmed that *Gcg* (GLP-1–encoding gene), but not *Pyy*, was significantly increased in the jejunal ISCs of VSG-treated versus sham-treated mice (Supplemental Figure 4). 

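Muc2 (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693, plus strand) had 13596 ± 6091 (SD, n = 4) normalized counts after VSG and 10475 ± 10457 (SD, n = 2) after sham surgery in the duodenum, a log2 fold change of 0.74 (standard error 0.65, adjusted p = 0.880 from limma). Its duodenal sham libraries stood at 17869 and 3081, and the change was -0.52 without sham replicate 2 and 2.01 without sham replicate 1. In the jejunum it had 18924 ± 6794 (SD, n = 4) after VSG and 8050.5 ± 4874 (SD, n = 2) after sham surgery, a log2 fold change of 1.30 (standard error 0.47, exact permutation p = 0.200, adjusted p = 0.760 from limma), and 0.64 to 1.96 with each library left out in turn. In the ileum the VSG libraries had 12689.8 and 54069.5 and the sham libraries 1912 and 15046, a log2 fold change of 2.29 (standard error 1.13, exact permutation p = 0.667, adjusted p = 0.736 from limma). The VSG and sham libraries overlapped for Muc2 in every segment.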

Though we observed an upregulation of the classic marker of goblet cells (*Muc2*) across all 3 regional segments (Figure 3), this change did not lead to the corresponding increase in the protein expression (Supplemental Figure 5). These data suggest that VSG induces ISC fate toward EEC differentiation and that there are critical regional differences among ISCs in the duodenum, jejunum, and ileum in the regulation of Glp-1^+^ and Pyy^+^ cell differentiation.

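Whether the response to VSG differed between segments was tested for these peptide genes within the 6 mice that gave both a duodenal and a jejunal library. For Gcg, the log2 fold change in the jejunum minus that in the duodenum was 0.42 (standard error 0.99, exact permutation p = 0.733, adjusted p = 0.998 from limma), and for Pyy it was 2.25 (standard error 3.93, exact permutation p = 0.733, adjusted p = 0.994 from limma). In the ileum, Gcg changed by 0.57 (standard error 0.62, adjusted p = 0.736 from limma), with 1863 and 3276 normalized counts after VSG and 2348 and 1186 after sham surgery. Ileal Pyy changed by -0.42 (standard error 1.34, adjusted p = 0.951 from limma), with 463 and 911 after VSG and 3056 and 247 after sham surgery, and the change was 1.39 without sham replicate 1. The paper draws on the higher secretory and peptide genes, the lower enterocyte and Notch genes and their distribution over the segments. Beside these it has counts of Glp-1 and Pyy cells and Muc2 protein that did not rise. Its quantitative PCR of jejunal ISCs found a significant rise for Gcg and none for Pyy. From these the paper proposes that VSG turns the fate of ISCs toward EECs. A further proposal is that ISCs of the 3 segments differ in how Glp-1 and Pyy cells are regulated.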

BAs are found in both intestinal chyme and serum and are significantly increased after VSG (3). Therefore, we treated mouse duodenal derived enteroids with various primary BAs, including cholic acid (CA), chenodeoxycholic acid (CDCA), and muricholic acid (MCA); a secondary BA, DCA; and a tertiary BA, tauroursodeoxycholic acid (TUDCA). We examined enteroid growth and changes in GLP-1^+^ cell number. We observed that CA dose-dependently increased GLP-1^+^ EEC number and density, while it did not affect duodenal enteroid area (Figure 4, A–C). Additionally, CA treatment dose-dependently increased the proportion of the enteroids containing GLP-1^+^ EECs (Supplemental Figure 6A). CA treatment had similar effects when administered to mouse jejunum-derived enteroids (Supplemental Figure 6B). CA treatment also increased expression of genes involved in EEC differentiation in duodenum- and jejunum-derived enteroids (Table 1). Interestingly, a potent GLP-1 receptor antagonist, exendin 9-39 (Ex9), blocked the effect of CA treatment in increasing GLP-1^+^ EECs’ number and density (Supplemental Figure 7), suggesting that GLP-1 receptor signaling is involved in BA-induced EEC differentiation. Another primary BA, CDCA, increased GLP-1^+^ EEC number and density at a lower dose (1 μM) compared with CA (20 μM), while it did not affect the enteroid area (Figure 4, D–F). However, CDCA treatment did not show the same dose dependency, nor did it show greater efficacy than the CA treatment (approximately 2-fold increase with CDCA vs. 3-fold with CA). MCA, another major primary BA in mice, dose-dependently increased GLP-1^+^ EEC number and enteroid growth simultaneously, and thus it did not change GLP-1^+^ EEC density (Figure 4, G–I, and Supplemental Figure 8). DCA and TUDCA, a secondary and tertiary BA, respectively, did not affect GLP-1^+^ number or density, nor did these BAs affect enteroid area (Figure 4, J–O). These data suggest that different BA species have differential roles in regulating ISC fate and that CA is particularly potent at driving increases in GLP-1^+^ cells. See Figure 4P for representative images of enteroids after each BA treatment.

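Transcripts of the nuclear receptors Nr1h4, which encodes FXR, Nr1i2 (PXR), Nr1h3 (LXR), Vdr, Nr1i3 (CAR) and Rxra, and of the epidermal growth factor receptor Egfr, were above 0 in each of the 16 libraries. As a percentile among the genes tested in a segment (mean normalized count above 10), Vdr lay from 97.5 in the ileum to 98.6 in the duodenum. Rxra lay from percentile 89.8 to 93.4 over the 3 segments, Nr1i2 from 87.6 to 90.8, Nr1h4 from 68.8 to 92.4 and Nr1h3 from 69.7 to 82.4. Nr1i3 fell from 83.4 in the duodenum to 55.0 in the ileum, and Egfr from 63.1 to 44.0. The fibroblast growth factor receptors Fgfr2 and Fgfr3 lay at 61.0 and 71.5 in the duodenum and 50.1 and 56.7 in the ileum. Fgfr1 was listed at 0 in 3 of 6 duodenal, 3 of 6 jejunal and 3 of 4 ileal libraries, with percentiles of 28.0, 16.4 and 3.70.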

Notably, we found that a number of BA receptor mRNA transcripts were highly expressed in the *Lgr5*^+^ ISC/progenitor cells throughout the small intestine (Table 2). These BA receptor genes include *Fxr*, epithelial growth factor receptor (*Egfr*), pregnane X receptor (*Pxr*), liver X receptor (*Lxr*), vitamin D receptor (*Vdr*), constitutive androstane receptor (*Car*), and retinoid X receptor (*Rxr*) (Table 2), indicating that BAs could regulate ISC fate via a variety of receptors. 

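Levels are mean normalized counts ± SD over all libraries of a segment, 6 in the duodenum, 6 in the jejunum and 4 in the ileum. Each segment was normalized separately, so levels set across segments are on separate scales. Nr1h4 (ENSMUSG00000047638, chromosome 10, 89454234 to 89533585, minus strand) had 1885 ± 438 in the duodenum, 2291 ± 1809 in the jejunum and 4037 ± 1388 in the ileum. The jejunal mean rests on VSG replicate 1 at 5937, the library with ileal genes, and was 1562 without it. Vdr (ENSMUSG00000022479, chromosome 15, 97854425 to 97910630, minus strand) had 25763 ± 6756 in the duodenum, 15193 ± 3621 in the jejunum and 8951 ± 2762 in the ileum, the highest of these receptors in each segment. Rxra (ENSMUSG00000015846, chromosome 2, 27676440 to 27762957, plus strand) had 5466 ± 851 in the duodenum, 5173 ± 2107 in the jejunum and 4527 ± 818 in the ileum, and Nr1i2 (ENSMUSG00000022809, chromosome 16, 38248323 to 38294824, minus strand) had 5891 ± 554 in the duodenum, 3595 ± 904 in the jejunum and 2778 ± 995 in the ileum. The means of Nr1h3 (ENSMUSG00000002108, chromosome 2, 91184061 to 91202834, minus strand) were 1963 ± 796 in the duodenum, 2199 ± 1058 in the jejunum and 1925 ± 1754 in the ileum, and those of Egfr (ENSMUSG00000020122, chromosome 11, 16752203 to 16918158, plus strand) were 1477 ± 655 in the duodenum, 947 ± 868 in the jejunum and 293 ± 279 in the ileum. Nr1i3 (ENSMUSG00000005677, chromosome 1, 171213970 to 171220701, plus strand) had 3624 ± 1526 in the duodenum, 3001 ± 2649 in the jejunum and 518 ± 375 in the ileum. In the jejunum, VSG replicate 1 had 5.57 normalized counts of Nr1i3 and the other VSG libraries 2003 to 2668, and the mean was 3601 without it. Averaging instead over the sham libraries only or over the VSG libraries only moved some of these levels, as for ileal Egfr, with 97.8 in sham and 489 in VSG libraries. Of the 14 receptor genes of Table 2 that could be tested for VSG against sham in the duodenum, Nr1i3 alone had an unadjusted p under 0.05, with a log2 fold change of -1.03 (standard error 0.31, exact permutation p = 0.0667, adjusted p = 0.534 from limma). In the jejunum and the ileum no receptor gene of Table 2 had an unadjusted limma p under 0.05. The paper proposes from the expression of these receptors that BAs could act on ISC fate through several of them.

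**Figure D3:**
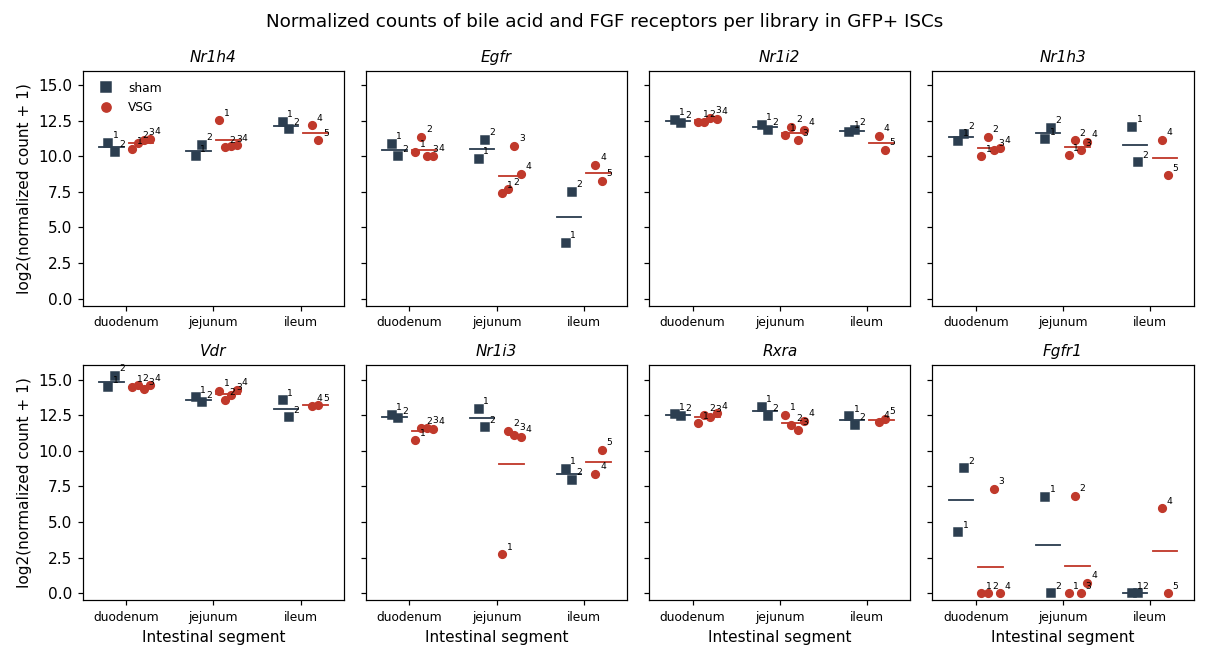
Normalized counts of Nr1h4, Egfr, Nr1i2, Nr1h3, Vdr, Nr1i3, Rxra and Fgfr1 on a log2(normalized count + 1) axis in each library of GFP+ ISCs, by segment, with squares for sham, circles for VSG, the replicate number beside each point and a line at the mean of each group; segments were normalized separately. Vdr lies highest in each segment, and jejunal VSG replicate 1 stands apart for Nr1h4 and Nr1i3.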

We also found mRNA transcripts of other nuclear receptors that have been suggested to be related to FXR, such as the glucocorticoid (*Nr3c1*) and mineralocorticoid receptors (*Nr3c2*), whereas we did not detect expression of the progesterone receptor (*Pgr*), androgen receptor (*Ar*), or estrogen receptor-α (*Esr1*) (Table 2). 

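Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421, minus strand) had 6911 ± 1303 in the duodenum, 5474 ± 1678 in the jejunum and 4287 ± 1636 in the ileum (SD over 6, 6 and 4 libraries), and Nr3c2 (ENSMUSG00000031618, chromosome 8, 76899442 to 77245012, plus strand) had 1515 ± 637 in the duodenum, 1711 ± 1276 in the jejunum and 1239.8 ± 800.4 in the ileum. For the difference between VSG and sham mice the exact permutation p-values were 0.200 or more. Pgr (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611, plus strand) was listed at 0 in 15 of the 16 libraries, with 0.924 normalized counts in 1 duodenal sham library. A count of 0 allows up to 3 reads in a library, which on average is 3.06 normalized counts in the duodenum, 3.17 in the jejunum and 3.39 in the ileum, and covers counting error only. Esr1 (ENSMUSG00000019768, chromosome 10, 4611593 to 5005614, plus strand) was above 0 in all 6 duodenal libraries, with 183 to 739 normalized counts, in 5 of 6 jejunal libraries, with at most 218, and in 1 of 4 ileal libraries, with 414. Its mean lay at percentile 38.9 of the genes tested in the duodenum and 25.4 in the jejunum.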

Because our previous work demonstrated that FXR is necessary for metabolic improvements with VSG, we next tested whether BAs increase GLP-1^+^ EEC number in an FXR-dependent manner. To do this, we administered CA with an FXR antagonist, Z-guggulsterone (17, 24), to mouse-derived enteroids. Administration of Z-guggulsterone alone did not independently influence enteroid area or EEC number (Figure 5, A–D). This is important as Z-guggulsterone has known effects on other steroid receptors, including glucocorticoid, mineralocorticoid, progesterone, androgen, and estrogen receptors. Instead, Z-guggulsterone only had an effect when administered with CA, and in that case it completely blocked the ability of CA to increase GLP-1^+^ EEC number and density (Figure 5, A–D). Because previous data suggest that Z-guggulsterone activates rather than antagonizes PXR (25–27) and CA also activates PXR (28), we predict that CA receptor activation through FXR is necessary for BA-stimulated increases in GLP-1^+^ EEC differentiation. We also observed that 2 potent Fxr agonists, GW4064 (27) and fexaramine (29), increased GLP-1^+^ EEC number and density in a dose-dependent manner, and this effect was blocked by Z-guggulsterone (Figure 6). These data indicate that activation of Fxr can lead to the increase in GLP-1^+^ EEC number and density.

## Discussion

The dramatic increase in postprandial gut peptide levels is observed after rodent VSG models and in patients who undergo bariatric surgery (3). These gut peptides have roles in regulating various aspects of energy homeostasis and blood glucose (30). Despite the fact that the beneficial effects of VSG depend on FXR (14), the target organ for this BA signaling effect remains elusive. Fundamental questions remain regarding what signal drives the increase in gut peptide levels after VSG and whether this phenomenon is linked to BA-FXR signaling. Here, we demonstrate that VSG increases GLP-1^+^ and PYY^+^ EEC numbers and shifts the gene expression profiles of Lgr5^+^ ISC/progenitor cells toward EEC differentiation. We also demonstrate in enteroids that CA increases GLP-1^+^ EECs, that this is blocked by the FXR antagonist Z-guggulsterone, and last that activation of FXR also increases in GLP-1^+^ EECs. Thus, we predict that FXR activation is necessary for VSG-induced increases in GLP-1^+^ cells.

Our group previously demonstrated that gastric emptying rate (GER) is increased after VSG (31). Many have hypothesized that increases in GER raise gut hormone levels through the early exposure of the proximal (where the majority of GIP and CCK-secreting cells are located) and distal intestinal epithelium (where it is believed the majority of GLP-1– and PYY-secreting cells are located) (32) to ingested nutrients. However, we found that the same dose and rate of infusion of dextrose directly into the duodenum still cause significantly greater GLP-1 levels in VSG versus sham animals (31). These data suggest intestinal adaptations drive the increase in postprandial gut peptide secretion. Our current data suggest that the increased drive toward differentiation of EECs is one such adaptation.

Our murine VSG data demonstrate an increased number of EECs, consistent with some previous studies in rodents (9–11) and patients (33). However, one study did not observe this increase in EEC number in a rat model of VSG (34). The cause of this discrepancy is unclear. While other rodent VSG studies maintained animals on the same presurgical high-fat diet (HFD) after surgery, Mumphrey et al. gave their animals a choice between regular chow and HFD postoperatively (34). HFD and long-chain fatty acids stimulate ISC proliferation (35) and obesity (33). Because VSG (36) (and another bariatric surgery, Roux en Y gastric bypass; ref. 37) shifts food preference away from fat-rich foods, the reduction in HFD consumption could independently affect ISC fate. Surprisingly, the effect of obesity on ISC fate is reverted by VSG in humans (33). These data suggest that diet and surgery regulate the composition of circulating factors, which, in turn, regulates ISC fate.

Specific BA subtypes are increased several-fold in sera and jejunum of VSG-treated mice (15) and in patients who undergo VSG (16). A growing body of evidence reveals that BAs are not only lipid emulsifiers but also key signaling molecules with multiple target organs. In particular, studies have demonstrated that BAs regulate ISC fate through FXR and EGFR. An FXR agonist (18) or specific BAs that activate FXR (e.g., TCA) (17) inhibit intestinal epithelial proliferation, whereas other BAs that inhibit FXR signaling (MCA and DCA) increase intestinal proliferation (18), likely through an EGFR-dependent manner (17). None of these studies evaluated the role of BA receptors on specifically regulating EEC differentiation. Here, we demonstrated that a primary BA, CA, as well as 2 different Fxr agonists, increased GLP-1^+^ EECs, and Z-guggulsterone blocked this effect. Altogether, our data suggest that FXR activation activates EEC differentiation pathways while inhibiting ISC proliferation.

A recent study has demonstrated that the BA subtype lithocholic acid and a GPBAR1 (a.k.a. TGR5) agonist increased GLP-1^+^ cell numbers in mouse-derived enteroids in a GLP-1 receptor–dependent and a serotonin 5-hydroxytryptamine receptor 4–dependent (5-HT4–dependent) manner (38). Conversely, our study demonstrated that the CA-induced increase in GLP-1^+^ cells was blocked by antagonizing the GLP-1 receptor; however, we did not find transcripts for GPBAR1 or GLP-1 receptor within ISCs (see Table 2). Therefore, it is possible that other intestinal epithelial cells that express GLP-1 receptor indirectly regulate EEC differentiation of ISCs. 

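Gpbar1 (ENSMUSG00000064272, chromosome 1, 74278550 to 74279624, plus strand) and Glp1r (ENSMUSG00000024027, chromosome 17, 30901817 to 30940791, plus strand) were listed at 0 in all 16 libraries of GFP+ ISCs, 6 from the duodenum, 6 from the jejunum and 4 from the ileum. With the implied number of reads per library, from the shallowest ileal to the deepest duodenal library, up to 3 reads per library remain possible, so a lower level was not detectable at this depth.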

The 5-HT4 gene (*Htr4*) is expressed in ISCs in the duodenum and jejunum (though not in ileal ISCs), but the numbers of the transcripts were very low (152 and 29 transcripts, respectively). 

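Htr4 (ENSMUSG00000026322, chromosome 18, 62324204 to 62496577, plus strand) had 209 ± 129 normalized counts in the duodenum (SD, n = 6 libraries), where all 6 libraries were above 0, with 98.6 to 405. In the jejunum its mean was 28.8, with 4 of 6 libraries above 0 and the highest at 76.4. In the ileum 1 of 4 libraries, VSG replicate 4, had 89.5 and the others were listed at 0. These means lay at percentiles 34.0, 13.4 and 6.79 of the genes tested in the 3 segments. The difference of Htr4 between VSG and sham mice had exact permutation p-values of 0.200, 0.733 and 1.00.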

Still, it is possible that some BAs directly target ISCs to increase GLP-1^+^ cell number through the 5-HT4 receptor, or they indirectly affect ISC fate through the enterochromaffin cells (that secrete serotonin).

In this study, we demonstrated that VSG changes ISC fate toward EEC differentiation. This change of ISC fate accompanies the upregulation of genes involved in EEC differentiation, the downregulation of genes within the Notch family (the signaling pathway that regulates ISC proliferation and enterocyte differentiation) (13, 39), and the downregulation of enterocyte marker genes. However, there are many different types of EECs, and interestingly, we saw a regional difference between changes in the number of GLP-1^+^ and PYY^+^ cells. 

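As sets, the genes of Figure 3 moved as follows in the libraries of GFP+ ISCs. The sets come from the study of these same samples, so their p-values are not independent evidence. The 5 EEC marker genes (Gcg, Pyy, Cck, Gip and Ghrl) had a median log2 fold change of 0.21 in the duodenum, with 4 of 5 higher after VSG (adjusted p = 0.342 from camera in limma), and -0.01 in the jejunum, with 2 of 5 higher (adjusted p = 0.506 from camera in limma). The duodenal median of this set was -0.12 without VSG replicate 3, and the jejunal median was 0.47 without VSG replicate 1, 0.48 without VSG replicate 4 and 0.22 with each library scaled to the same total. The 5 genes of the Notch panel had a median of 0.23 in the duodenum (adjusted p = 0.596 from camera in limma) and -0.66 in the jejunum (adjusted p = 0.0406 from camera in limma). The adjusted jejunal p was 0.1696 with an estimated correlation and 0.216 with fry in limma, and without VSG replicate 1 the median was -0.41. Without VSG replicate 2 the duodenal median of the Notch panel was -0.01. The 5 enterocyte marker genes (Sis, Alpi, Enpp7, Apoc3 and Hnf4g) were all lower in both segments, with a median of -1.30 in the duodenum (adjusted p = 1.80e-05 from camera in limma) and -1.67 in the jejunum (adjusted p = 3.76e-06 from camera in limma). With an estimated correlation the adjusted p of the enterocyte set was 0.157 and 0.157 in limma, and with fry 0.146 and 0.146. Its median was -0.82 and -1.08 in the 2 segments without sham replicate 1. In the ileum the medians were 0.41 for the EEC, 1.09 for the Notch and 0.04 for the enterocyte set. With each library left out in turn they ran from 0.0677 to 1.21, 0.75 to 1.85 and -0.80 to 0.84.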

The reason for this is unclear. 

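Foxa2 (ENSMUSG00000037025, chromosome 2, 148042877 to 148046969, minus strand) changed after VSG by -0.07 on the log2 scale in the duodenum (standard error 0.96), and by 0.01 with each library scaled to the same total, 0.28 without VSG replicate 2 and 0.11 without VSG replicate 3. In the jejunum it changed by 3.26 (standard error 2.31). Sham replicate 1 was listed at 0 there and sham replicate 2 had 518 normalized counts, against 109 to 625 in the VSG libraries, and without sham replicate 1 the change was -1.25. Trim35 (ENSMUSG00000022043, chromosome 14, 66297031 to 66311424, plus strand) had 68.0, 0, 194 and 226 in VSG replicates 1 to 4 and 81.4 and 289 in the sham replicates in the duodenum, a log2 fold change of -1.89 (standard error 2.20) that was -0.09 without VSG replicate 2. It had 286, 152, 731 and 113 in VSG replicates 1 to 4 and 124 and 34.2 in the sham replicates in the jejunum, a log2 fold change of 1.89 (standard error 1.34). Dll1 (ENSMUSG00000014773, chromosome 17, 15367354 to 15376872, minus strand) had 3505 ± 953 (SD, n = 4) after VSG and 2716 ± 1156 (SD, n = 2) after sham surgery in the duodenum, a log2 fold change of 0.39 (standard error 0.35), and 3134 ± 1318 (SD, n = 4) and 3913 ± 178 (SD, n = 2) in the jejunum, a log2 fold change of -0.41 (standard error 0.41). Without sham replicate 1 the duodenal change of Dll1 was 0.84 and without sham replicate 2 -0.06. Tested within the 6 mice, the jejunal minus the duodenal change was 3.33 (standard error 3.08, exact permutation p = 0.533, adjusted p = 0.985 from limma) for Foxa2, 3.78 (standard error 2.41, exact permutation p = 0.333, adjusted p = 0.985 from limma) for Trim35 and -0.80 (standard error 0.67, exact permutation p = 0.267, adjusted p = 0.985 from limma) for Dll1.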

Our RNA-Seq analysis reveals that *Foxa2* (a late EEC differentiation marker, ref. 40) and *Trim35* (an L cell marker, ref. 40) were downregulated, and *Dll1* (an early EEC differentiation marker, ref. 40; as well as a Notch ligand, ref. 39) was upregulated within the duodenal versus jejunal ISCs. Also, the expression of Notch family genes, *Notch1*, *Notch2*, and *Notch4*, was downregulated by VSG in the jejunum but not the duodenum. 

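Notch1 (ENSMUSG00000026923, chromosome 2, 26457903 to 26516663, minus strand) had 268, 4702, 319 and 1921 in VSG replicates 1 to 4 and 369 and 4125 in the sham replicates in the jejunum, a log2 fold change of -0.39 (standard error 1.24, adjusted p = 0.930 from limma) that ranged from -2.13 without sham replicate 1 to 1.35 without sham replicate 2. In the duodenum Notch1 had 1005, 32874, 2924 and 1360.1 in VSG replicates 1 to 4 and 3191 and 906 in the sham replicates, a log2 fold change of 0.99 that was -0.10 without VSG replicate 2. Notch2 (ENSMUSG00000027878, chromosome 3, 98013527 to 98150361, plus strand) had 379 ± 151 (SD, n = 4) after VSG and 531 ± 372 (SD, n = 2) after sham surgery in the jejunum, a log2 fold change of -0.38 (standard error 0.83, adjusted p = 0.897 from limma), and 1112 ± 204 (SD, n = 4) and 1084 ± 324 (SD, n = 2) in the duodenum, a log2 fold change of 0.05 (standard error 0.37, adjusted p = 0.985 from limma). Without VSG replicate 1 or VSG replicate 2 the duodenal change was -0.04 or -0.01, and without sham replicate 1 the jejunal change was 0.40. Notch4 (ENSMUSG00000015468, chromosome 17, 34564268 to 34588503, plus strand) had 0, 261, 112 and 115 in VSG replicates 1 to 4 and 281 and 15.5 in the sham replicates in the jejunum, a log2 fold change of -0.66 (standard error 2.64) that was 1.15 without VSG replicate 1, the library with ileal genes. In the duodenum Notch4 had 481, 216, 77.0 and 1773 in VSG replicates 1 to 4 and 81.5 and 25.4 in the sham replicates, a log2 fold change of 2.89 (standard error 1.28, exact permutation p = 0.200, adjusted p = 0.791 from limma). The jejunal minus the duodenal change, tested within mice, was -1.39 (standard error 1.79, exact permutation p = 0.667, adjusted p = 0.986 from limma) for Notch1, -0.43 (standard error 0.94, exact permutation p = 0.667, adjusted p = 0.998 from limma) for Notch2 and -3.56 (standard error 2.94, exact permutation p = 0.400, adjusted p = 0.985 from limma) for Notch4.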

Whether these genes are responsible for the differentially expressed EECs across differing regions of the intestine requires further investigation.

Despite the fact that CA has a similar efficacy in increasing GLP-1^+^ cell number in both duodenal and jejunal derived enteroids, we only observed an increase in GLP-1^+^ cell number in the jejunum of VSG-treated mice. Previous work has shown that the levels of unconjugated BAs, especially of primary BAs (CA and MCA), drastically increase in the jejunum of VSG-treated mice compared with pair-fed, sham-treated mice, and this phenomenon is not observed in the ileum (unclear about the duodenum) (41). Therefore, it is possible that the difference in BA levels between intestinal regions contributed to the difference in GLP-1^+^ cell number. Why specific BA levels are increased in distinct regions of the intestine after VSG, and whether this change is related to the level of EEC differentiation, require further investigation.

Furthermore, the increase in jejunal GLP-1^+^ cell number after VSG might have clinical implications. A recent study revealed that jejunal GLP-1^+^ cell number is decreased in obese patients (even more so in obese patients with type 2 diabetes mellitus, T2DM) compared with nonobese individuals (42). Jejunal EECs isolated from patients with T2DM also demonstrate downregulation in genes involved in EEC differentiation (including *PAX4* and *FOXA2*) and in the *GCG* gene itself (42), indicating that jejunal GLP-1^+^ cell differentiation and number are negatively affected by both obesity and T2DM.

Many studies, including our previous studies, revealed that GLP-1 or PYY, in and of themselves, are not necessary for the metabolic effects of VSG (19, 43, 44). However, many genetic mouse models that target one gut peptide have a compensatory increase in the secretion of other gut peptides (e.g., Gcg-KO mice have a compensatory increase in PYY and GIP levels; ref. 19). Meanwhile, exogenous administration of a combination of multiple gut peptides (GLP-1, PYY, and oxyntomodulin) (45) or combined agonists that target multiple gut peptides (46) has synergistic effects on weight loss and improvements in glycemia. Thus, it may be that surgery-induced increases in multiple gut peptides are necessary for the complete metabolic success of VSG. In addition, the multitargeting effects of bariatric surgery may play a role in orchestrating the metabolic improvements after VSG.

Besides its potent action in antagonizing BA receptor FXR (24), Z-guggulsterone is known to interact with other nuclear receptors. Z-guggulsterone antagonizes glucocorticoid, mineralocorticoid, and androgen receptors (26, 27), while it activates progesterone receptor, estrogen receptor-α, and another BA receptor, PXR (25–27). While we find that the glucocorticoid receptor, mineralocorticoid receptor, and *Pxr* are expressed in ISC, we found negligible expression of the androgen receptor, progesterone receptor, or estrogen receptor-α. Further, we did not observe any significant changes in EEC number or growth in enteroids treated with Z-guggulsterone alone, suggesting the results we see are based on its ability to antagonize CA signaling. As both Z-guggulsterone (25–27) and CA (28) activate rather than inhibit PXR, we predict that the ability of Z-guggulsterone to block the effect of CA is via its actions on FXR. Last, although we cannot exclude the possibility that specific BAs affect EEC differentiation through glucocorticoid and/or mineralocorticoid receptor activation, we are not aware of any data suggesting that BAs signal directly through these receptors.

In conclusion, VSG increases postprandial plasma gut peptide levels, and our data indicate that this is the result of increased number of EECs. Furthermore, we demonstrated that the increase in EEC number is driven by VSG-induced changes in ISC fate toward EEC differentiation in an FXR-dependent manner.

## Methods

### Reagents.

CA (catalog C1129), CDCA (catalog C9377), MCA (catalog SML2372), DCA (D2510), TUDCA (catalog 580549), 4-hydroxytamoxifen (catalog 5082250001), fexaramine (catalog SML1390), GW4064 (catalog G5172), and Z-guggulsterone (catalog 370690) were purchased from MilliporeSigma. Ex9 was purchased from Bachem (catalog 4017799).

### Antibodies.

The following antibodies were used in this study: rabbit anti–GLP-1 (Peninsula Laboratories, T-4363); rabbit anti-PYY (Abcam, ab22663); rabbit anti-Muc2 (Abcam, ab97386); rat anti-CD45–APC (BioLegend, 103111); rat anti-CD31–APC (BioLegend, 102409); APC Annexin V apoptosis detection kit with 7-AAD (BioLegend, 640930); Sytox Blue Dead Cell Stain for flow cytometry (Thermo Fisher Scientific, S34857); donkey anti-rabbit conjugated with Alexa Fluor 488 (Thermo Fisher Scientific, A21206); and goat anti-rabbit IgG conjugated with Cy3 (Thermo Fisher Scientific, A10520).

### TaqMan probes.

Reverse transcription of mRNA was performed with the high-capacity RNA to cDNA kit (Life Technologies). TaqMan probes for *Gcg* (Mm01269055_m1) and *Pyy* (Mm00520716_g1) genes and TaqMan Gene Expression Master Mix (Life Technologies) were used per the manufacturer’s protocol on a Bio-Rad CFX96 Touch Real Time PCR Detection System (Bio-Rad Laboratories). Reactions were performed in triplicate using *B2M* as the normalizer.

### Animals.

All animals were single-housed under a 12-hour light/12-hour dark cycle with ad libitum access to water and standard chow (Envigo Teklad; catalog 7012) or 60% HFD (Research Diets; catalog D12492). The animal room was maintained at 25°C with 50%–60% humidity. All studies were performed using animals 8–16 weeks of age, and all animals were euthanized with CO_2_ inhalation.

Male control mice (VilCre; ref. 19) were maintained on 60% HFD for 6 weeks to induce obesity, were matched for BW and body fat, and then received sham or VSG surgery as described previously (19). Briefly, a small laparotomy incision was made in the abdominal wall of the anesthetized mice, and the lateral 80% of the stomach along the greater curvature was excised using an ETS 35 mm staple gun (Ethicon Endo-Surgery). The sham surgery involved the application of gentle pressure on the stomach with blunt forceps. During the first 3 days of the postoperative period, the animals were fed a liquid diet (Osmolite 1.0 Cal, Abbott Nutrition) and then were returned to the 60% HFD. BW was monitored for 8 weeks after surgery. Body composition was measured using an EchoMRI (Echo Medical Systems) before and 8 weeks postoperatively. Five to 6 weeks after surgery, we performed an oral glucose tolerance test (OGTT) following a 5- to 6-hour fast (2 g/kg of 50% dextrose). Female Lgr5^EGFP^ mice (47) were maintained on 60% HFD for 16 weeks to induce obesity, were matched for BW, and then received sham or VSG surgery as previously described. BW was monitored for 4 weeks after surgery, and the body composition was measured before and 4 weeks after surgery. An OGTT was performed 4 weeks after surgery. Male or female C57BL/6J (The Jackson Laboratory) and Gcg^Tomato^ (GcgCreERT2 mice, ref. 19; crossed with Rosa26-tdTomato mice, The Jackson Laboratory) were utilized to generate mouse enteroids (see below for enteroid methods).

### Gut peptide assay.

At 8 weeks after surgery, control mice were fasted for 5–6 hours and were orally administered a liquid mixed meal (200 μL Ensure plus supplemented with 30 mg dextrose). At 15 minutes later, mice were euthanized with CO_2_ gas. The chest cavity was immediately opened, and blood was collected from the left ventricle by cardiac puncture using EDTA-coated tubes containing DPP-4 inhibitor and aprotinin. Total GLP-1 (MesoScale Discovery, catalog K150JVC) was assayed using a sandwich ELISA kit, whereas total PYY (Crystal Chem, catalog 81501) was assayed using a standard ELISA kit. All assays were performed according to the manufacturer’s instructions.

### Immunohistochemistry.

The small intestines (duodenum, jejunum, and ileum) from sham and VSG control mice were paraffin-embedded and sectioned onto slides by the University of Michigan In-Vivo Animal Core. Paraffin was removed using Citrisolv (VWR). The slides were incubated overnight at 4°C with primary antibody (see above). The slides were stained with corresponding secondary antibodies conjugated to fluorescence dyes (see above) for 2 hours at room temperature. The slides were mounted in an antifade fluorescence mounting medium containing DAPI (VECTASHIELD with DAPI, Vector Laboratories, catalog H-1200). Fluorescence images were obtained using an Olympus IX73 inverted fluorescence microscopy system or Nikon Eclipse Ti fluorescence microscope with a motorized X-Y stage system. Images were analyzed using Olympus cellSens imaging software or Image Pro 10 software (Media Cybernetics).

### FACS.

Four weeks after surgery, a liquid mixed meal was orally administered to overnight-fasted Lgr5^EGFP^ mice. At 15 minutes later, mice were euthanized with CO_2_ gas. The chest cavity was immediately opened, and saline was injected into the left ventricle to perfuse tissues. The small intestine was collected and flushed with cold PBS to remove luminal contents. Each 6 cm region (duodenum, jejunum, and ileum) was opened and placed into individual tubes containing cold DMEM (high glucose, 4.5 g/L) before immediately being processed for cell dissociation (STEMCELL Technologies, catalog 07174). Dissociated intestinal epithelial cells were stained with antibodies against CD31, CD45, and annexin V, and the Sytox Blue, and these cells were presorted with MoFlo Astrios cell sorter (Beckman Coulter) to rule out immune, endothelial, apoptotic, or dead cells, respectively. The cells were sorted into Norgen lysis buffer (Norgen Biotek 37500) on ice. The cells were vortexed and flash-frozen and stored at –80°C until being used. Intestinal epithelial cells from the WT mice were isolated and stained with APC, Sytox, and GFP for control.

### RNA library preparation and sequencing.

Total RNA was isolated from Lgr5^+^ cells, which were sorted by GFP expression, using the Total RNA Purification Kit (Norgen Biotek). RNA was quantified with the NanoDrop 2000 (Thermo Fisher Scientific), and RNA integrity was assessed by the Agilent 4200 Tapestation (Agilent Technologies). Libraries were prepared using NEBNext Ultra II Directional Library Prep Kit (New England Biolabs). Sequencing was performed on the NextSeq500 platform (Illumina) at the Biotechnology Research Center at Cornell University.

### RNA-Seq analysis.

The sequencing reads were aligned to the mouse genome (mm10). RNA-Seq reads were mapped to genome release using STAR (v2.5.3a) (48), and transcript quantification was performed using Salmon (v0.6.0) (49). Normalization and differential expression analysis were performed using DESeq2 (50). The Benjamini-Hochberg method was used for multiple-testing corrections. To define genes altered by VSG versus sham, samples from each of the regional segments (duodenum, jejunum, and ileum) were analyzed separately. One of the 3 jejunal samples with sham surgery and 1 of the 3 duodenal samples with sham surgery were excluded from the differential expression analysis due to low mapping percentages (below 25%). Two of the 4 VSG ileal samples and 1 of the 3 sham ileal samples were excluded due to low mapping percentages (below 15%). Raw sequencing data and normalized count files are available through Gene Expression Omnibus accession GSE173465.

### Mouse enteroid culture.

Male or female 12- to 20-week-old C57BL/6J or Gcg^Tomato^ mice were euthanized using CO_2_ gas. Duodenal or jejunal segments (~6 cm) were isolated and placed into Falcon tubes (Thermo Fisher Scientific) containing cold DMEM (high glucose, 4.5 g/L) containing Primocin (Invivogen, catalog ant-pm-1). Intestinal epithelial cells were dissociated using a Gentle Cell Dissociation Reagent (STEMCELL Technologies) and were filtered through a 70 μm cell strainer to remove villi. The remaining crypts were resuspended in Matrigel (growth factor reduced) and seeded into the prewarmed 24-well plate (1000 crypts/20 μL Matrigel). The enteroids were cultured using the IntestiCult Organoid Growth Medium (STEMCELL Technologies) for mice and placed in a CO_2_ incubator maintaining 5% CO_2_ concentration and 37°C temperature. The medium was changed every 2–3 days, and the enteroids were passaged every 7 days.

At least 7 days after the initial enteroid culture, enteroids were seeded into a 96-well, clear-bottom, black plate (10–20 enteroids/4–5 μL Matrigel/well). After 12 hours of acclimation time, we administered enteroids with various BAs or FXR agonists. Each reagent was prepared in DMSO and was administered to mouse duodenal or jejunal enteroids at each dose. For the enteroids derived from the Gcg^Tomato^ mice, we treated 4-hydroxytamoxifen (0.2 μg/mL) along with BAs. By doing so, the tamoxifen-dependent Cre driver was activated and we could visualize Gcg^+^ cells. The enteroids were imaged using an Olympus IX73 inverted fluorescence microscope system or a Biotek Cytation 5 fluorescence microscope system, and the images were analyzed using the Olympus cellSense or Gen5 Image Analysis software (Biotek). All results are representative results from 3 to 5 individual experiments.

For gene expression analysis, duodenum- or jejunum-derived mouse enteroids were seeded in 24-well dishes (4000 enteroids/80 μM Matrigel) and maintained for 12 hours for acclimation. Then, the enteroids were treated with vehicle or CA (20 μM) for 24 hours in a 37°C CO_2_ incubator. The results are representative results from 2 individual experiments performed in triplicate.

### Statistics.

GraphPad Prism 8.0 (GraphPad Software) was used for the statistical analysis. Data were considered significant when *P* < 0.05. Where applicable, a 2-tailed *t* test, an ordinary 2-way ANOVA, and a repeated measures ANOVA were applied to determine significant main effects and interactions between variables. Significant interactions are indicated in the figure legends, and between-group differences were determined by Tukey’s post hoc testing. A simple linear regression model was used to compare the plasma gut peptide levels by the corresponding EEC number. Data are presented as mean ± SEM. All the *P*adj and *P* values presented in the RNA-Seq analysis were determined by the Wald test (DESeq2). *P* < 0.05 was considered statistically significant.

### Study approval.

All animal experiments were performed according to an approved protocol by the Institutional Animal Care and Use Committee at the University of Michigan, and we followed protocols outlined in the NIH *Guide for the Care and Use of Laboratory Animals* (NIH Publication No. 8023, revised 1978).

## Author contributions

KSK and DAS conceptualized the study and were responsible for the design of experiments. KSK, BCEP, YHH, KKL, PHD, and LW were responsible for executing the experiments. KSK, RJS, JRS, PS, and DAS were responsible for analysis and interpretation of data. KSK and DAS were responsible for drafting of the manuscript. DAS provided final approval of the submitted manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
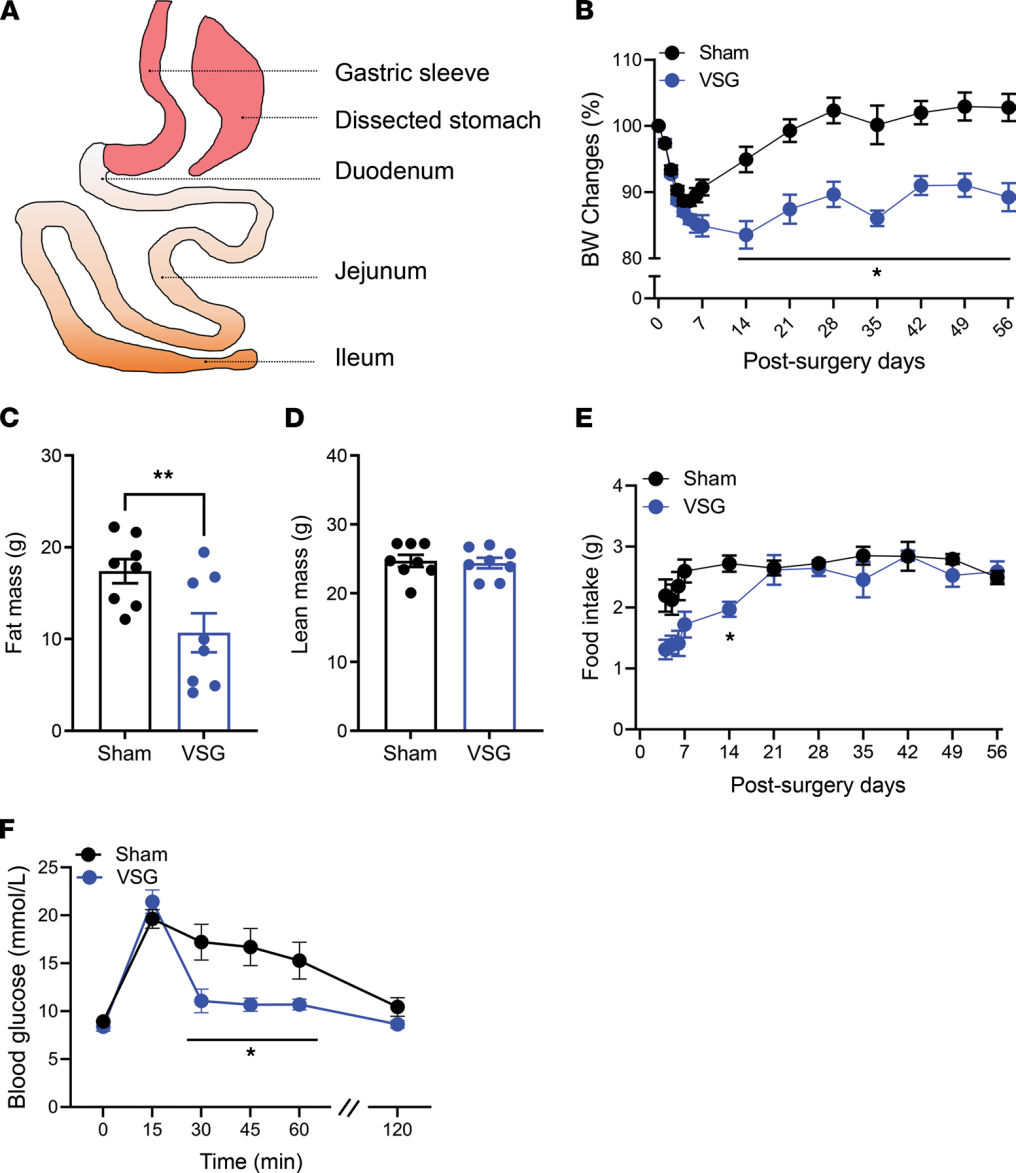
VSG induces metabolic improvements in control male DIO mice. (**A**) A conceptual graphic of VSG procedure. (**B**–**D**) BW change from baseline (**B**), fat mass (**C**), lean mass (**D**), and food intake (**E**) in sham- or VSG-treated mice. (**F**) Oral glucose tolerance (2 g/kg) of sham- or VSG-treated mice. (**B** and **C**) Body composition was measured at 8 weeks after surgery. (**F**) Oral glucose tolerance testing was performed at 5–6 weeks after surgery. Mean ± SEM. Statistics, *t* test or ANOVA. *P < 0.05, **P < 0.01, *n* = 8.

**Figure 2:**
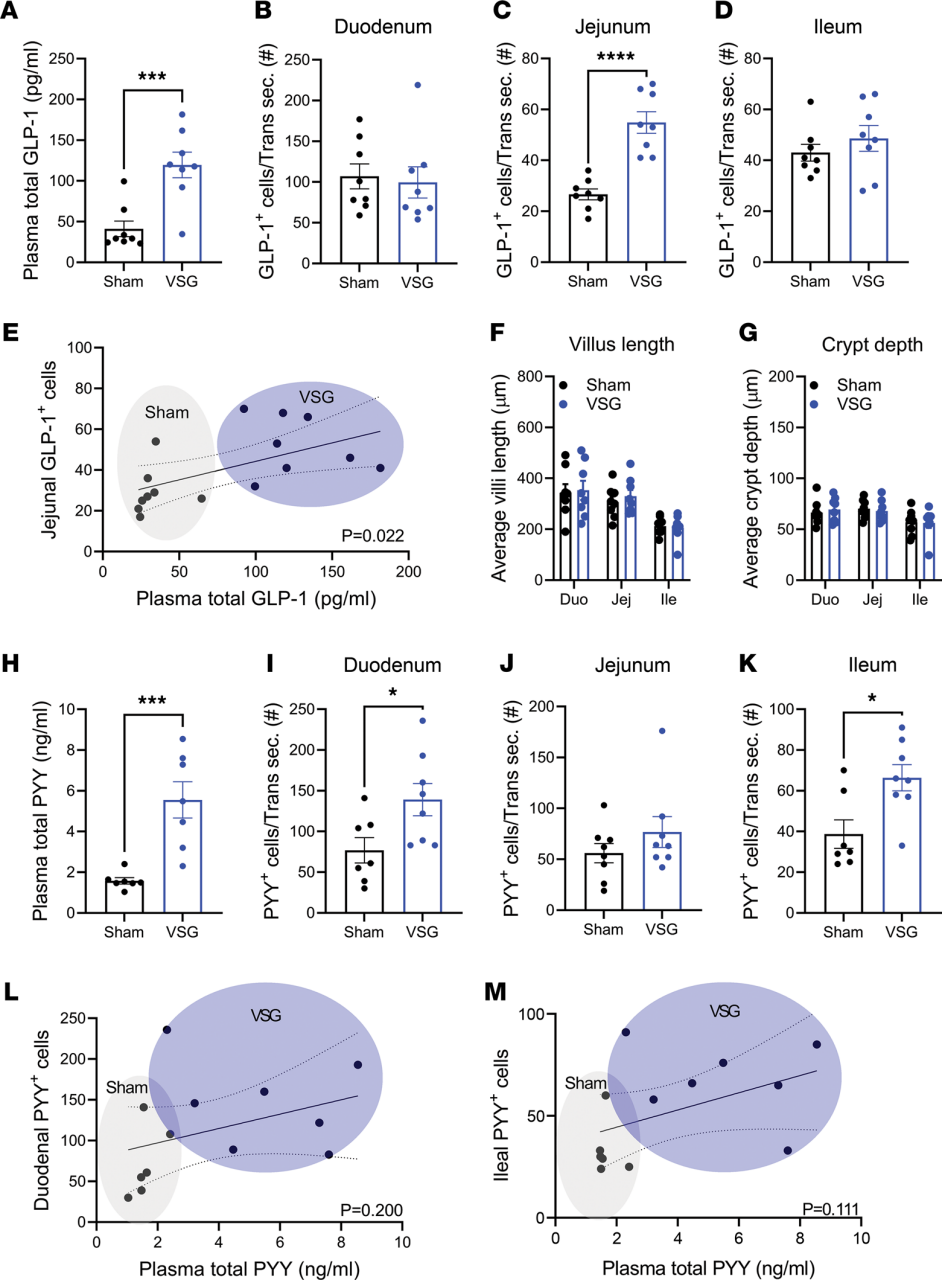
VSG increases plasma levels and EEC number of GLP-1 and PYY. (**A**) Plasma total GLP-1 levels 15 minutes after a mixed liquid meal in sham or VSG-treated mice. (**B**–**D**) GLP-1^+^ EEC number of intestinal transverse sections (Trans sec.) of the duodenum (**B**), jejunum (**C**), or ileum (**D**). (**E**) Linear regression analysis of the jejunal GLP-1^+^ cell number versus plasma total GLP-1 level. (**F** and **G**) The villi length (**F**) and crypt depth (**G**) of the intestinal segments. (**H**) Plasma total PYY levels at 15 minutes after a liquid mixed meal administration in sham or VSG-treated mice. (**I**–**K**) PYY^+^ EEC number of the intestinal transverse sections of the duodenum (**I**), jejunum (**J**), or ileum (**K**). (**L** and **M**) Linear regression analysis of the duodenal (**L**) or ileal (**M**) PYY^+^ cell number versus plasma total PYY level. Mean ± SEM. Statistics, *t* test or ANOVA. *P < 0.05, ****P < 0.0001, *n* = 8.

**Figure 3:**
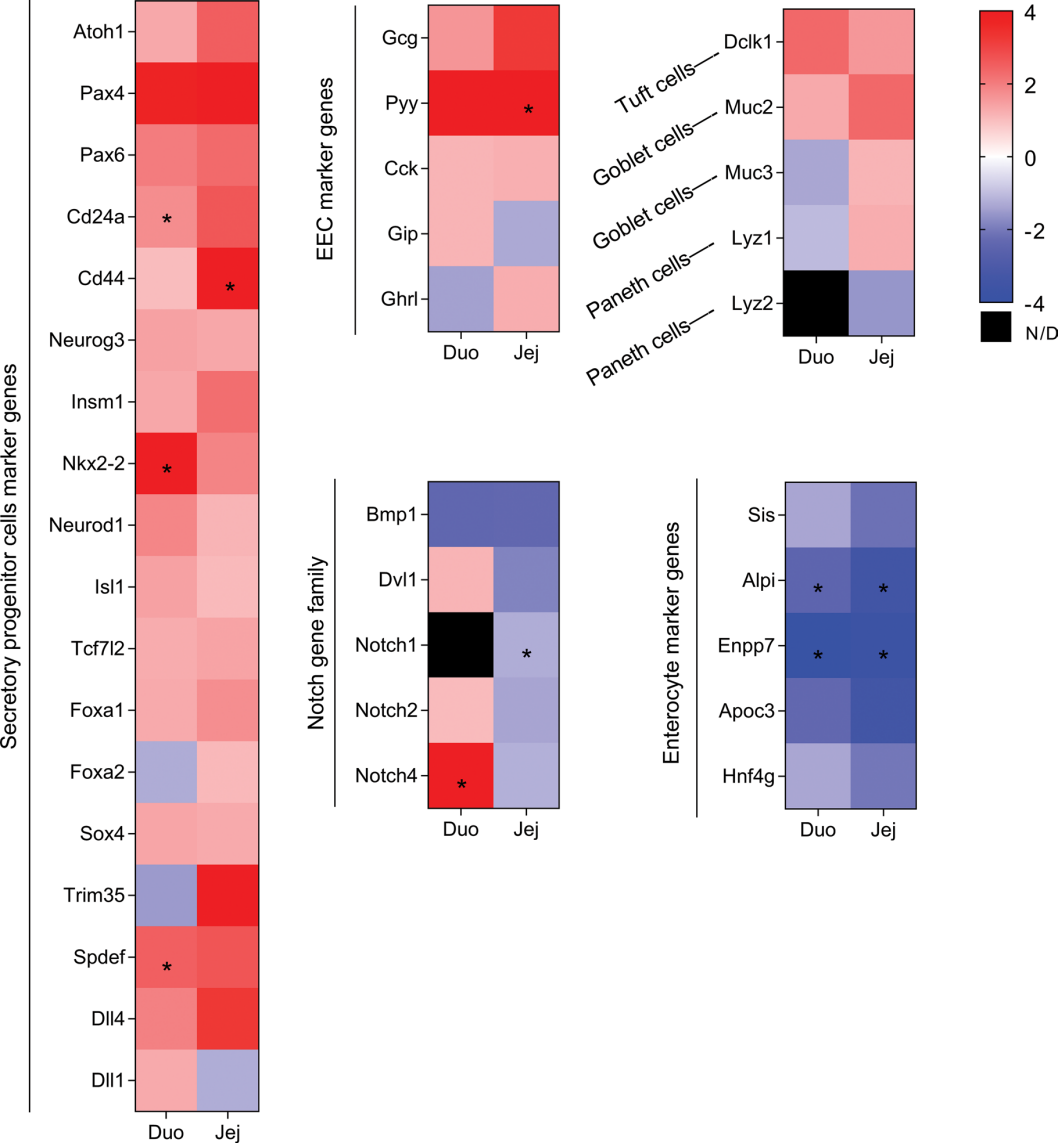
Heatmap analysis of the RNA-Seq results of the sham or VSG-treated Lgr5-EGFP^+^ cells in duodenum and jejunum. Color denotes variation across stages (normalized by DESeq2). Sham (*n* = 2) and VSG (*n* = 4) were used for RNA-Seq. Statistical significance in VSG versus sham is denoted as an asterisk when adjusted *P* value is less than 0.2. N/D, not detected.

**Figure 4:**
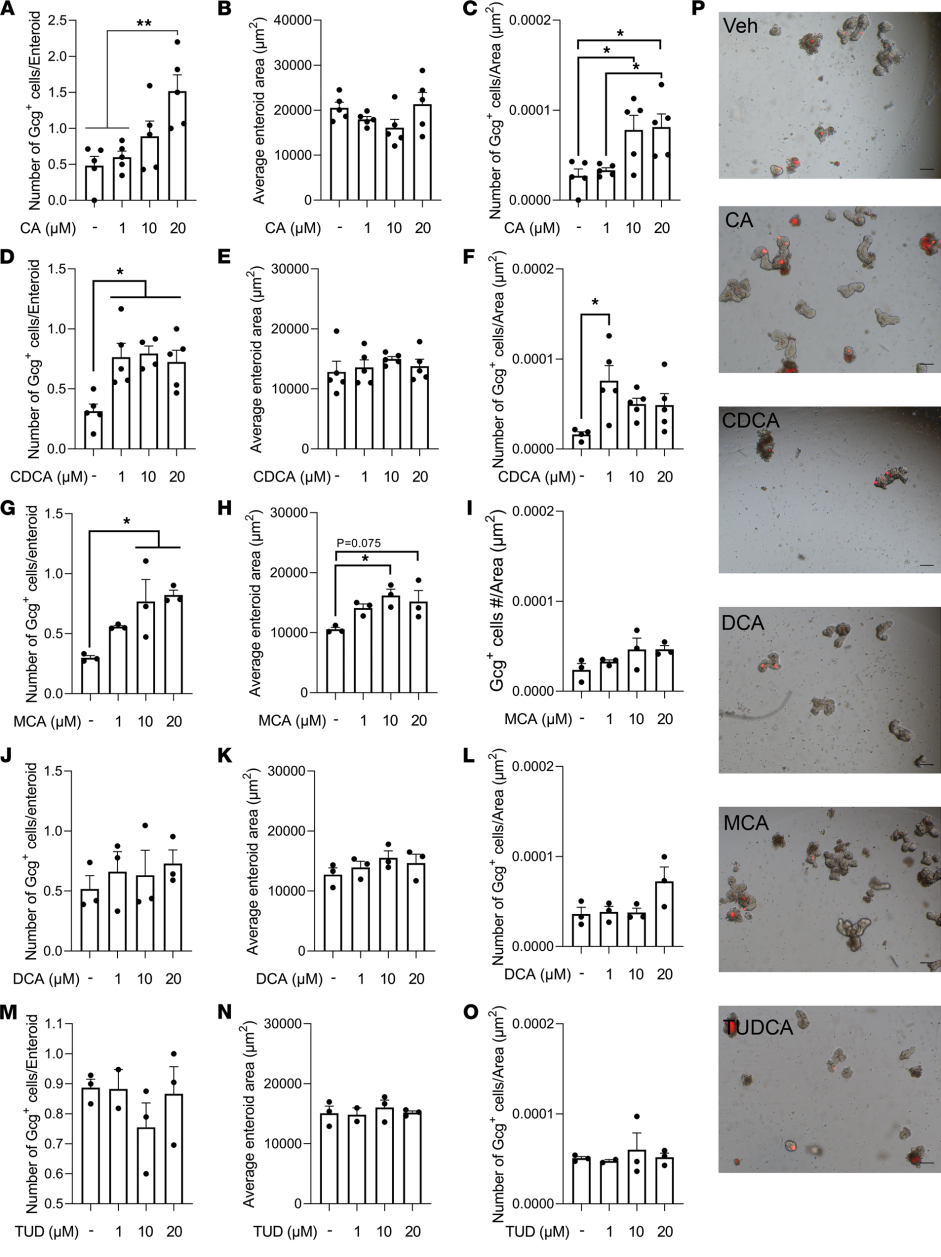
Specific BA treatment increased the growth and GLP-1^+^ EEC number in the Gcg^Tomato^ (GcgCreERT2 crossed with Rosa26 tdTomato) mouse–derived enteroids. Mouse duodenal enteroids were treated with cholic acid (CA; **A**–**C**), chenodeoxycholic acid (CDCA; **D**–**F**), muricholic acid (MCA; **G**–**I**), deoxycholic acid (DCA; **J**–**L**), or tauroursodeoxycholic acid (TUD; **M**–**O**) for 24 hours. The average enteroid area (**A**, **D**, **G**, **J**, and **M**), GLP-1^+^ cell number per enteroid (**B**, **E**, **H**, **K**, and **N**), and GLP-1^+^ cell number per enteroid area (GLP-1^+^ cell density; **C**, **F**, **I**, **L**, and **O**) were measured. *n* = 3–5 wells/group; each well contains 20 enteroids. Mean ± SEM. Statistics, ANOVA. *P < 0.05, **P < 0.01. (**P**) Representative images of enteroids treated with vehicle (Veh), CA, CDCA, DCA, MCA, or TUDCA (all 20 μM) for 24 hours. Scale bar: 100 μm.

**Figure 5:**
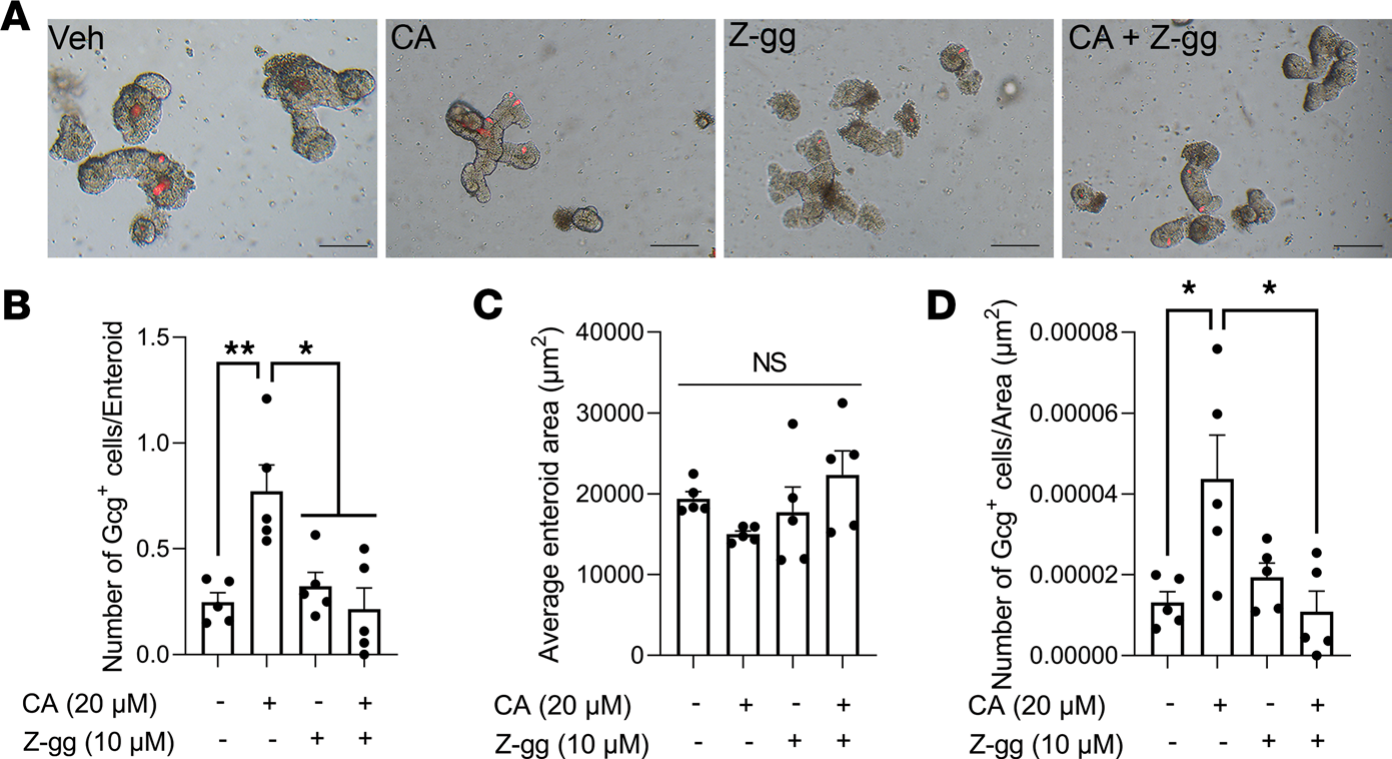
CA treatment increases GLP-1^+^ EEC number in an FXR-dependent manner. (**A**–**D**) CA or a potent FXR antagonist, Z-guggulsterone (Z-gg), was administered to Gcg^Tomato^ mouse–derived enteroids for 24 hours, and the average enteroid area (**B**), GLP-1^+^ cell number per enteroid (**C**), and GLP-1^+^ cell number per enteroid area (GLP-1^+^ cell density; **D**) were measured. Scale bar: 100 μm. *n* = 5 wells/group; each well contains 20 enteroids. Mean ± SEM. Statistics, ANOVA. *P < 0.05, **P < 0.01.

**Figure 6:**
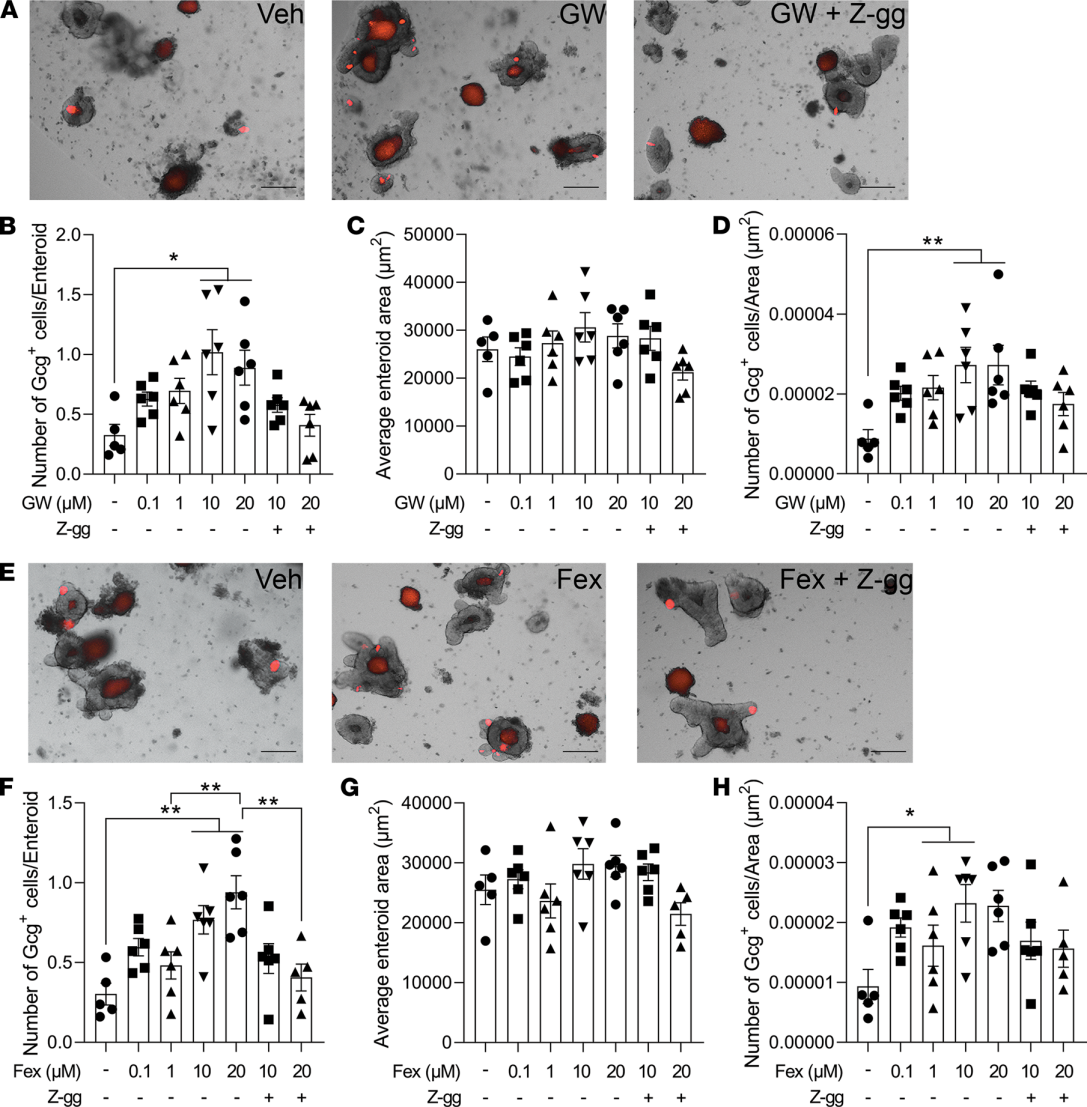
FXR agonist treatment increases GLP-1^+^ EEC number and density. (**A**–**H**) Two potent FXR agonists, GW4064 (GW; **A**–**D**), or fexaramine (Fex; **E**–**H**) alone or in combination with Z-guggulsterone (Z-gg; 10 μM), were administered to Gcg^Tomato^ mouse–derived enteroids for 24 hours. (**A** and **E**) Representative images of enteroids treated with vehicle (Veh), either GW (**A**, 20 μM) or Fex (**E**, 20 μM) alone, or either GW (**A**, 20 μM) or Fex (**E**, 20 μM) in combination with Z-gg for 24 hours. The average enteroid area (**B** and **F**), GLP-1^+^ cell number per enteroid (**C** and **G**), and GLP-1^+^ cell number per enteroid area (GLP-1^+^ cell density; **D** and **H**) were measured. Scale bar: 100 μm. *n* = 6 wells/group, each well contains 20 enteroids. Mean ± SEM. Statistics, ANOVA. *P < 0.05, **P < 0.01.

**Table 2:**
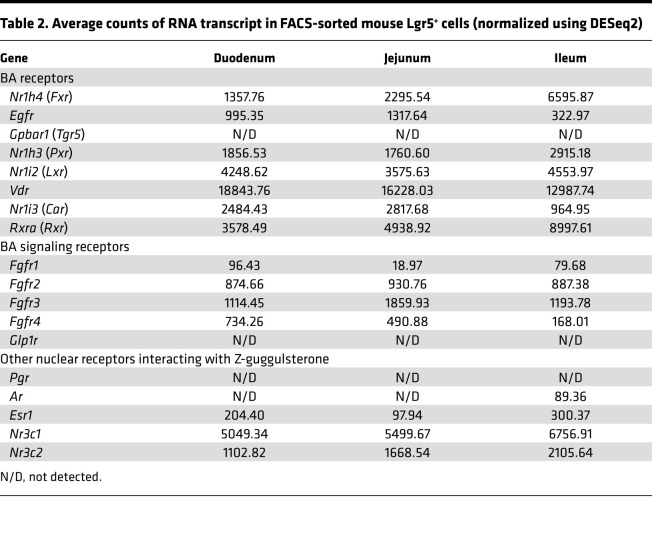
Average counts of RNA transcript in FACS-sorted mouse Lgr5^+^ cells (normalized using DESeq2)

**Table 1:**
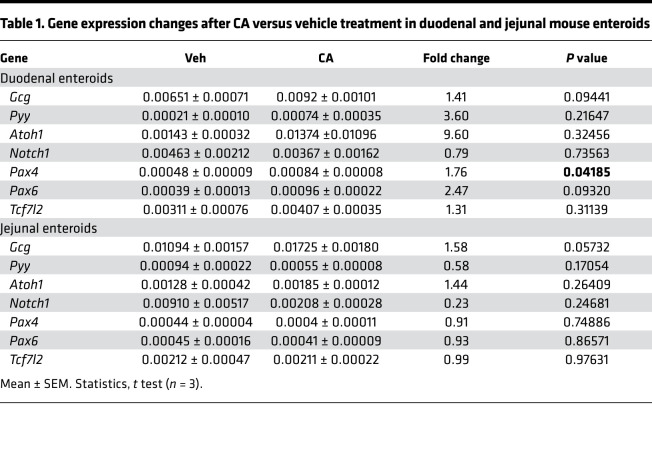
Gene expression changes after CA versus vehicle treatment in duodenal and jejunal mouse enteroids

How the deposited data were processed for this re-analysis (not part of the article)

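RNA-Seq of GFP+ ISCs from 7 mice was used as 16 libraries, 6 from the duodenum and 6 from the jejunum (4 VSG and 2 sham each) and 4 from the ileum (2 VSG and 2 sham). Each library is 1 segment of 1 mouse, the unit of all comparisons of VSG with sham. The libraries excluded by the authors for low mapping were not used here. The authors aligned reads to mm10 with STAR v2.5.3a, quantified transcripts with Salmon v0.6.0 and deposited signal values per gene and library, which are counts normalized with DESeq2 within each segment. For most genes they are not whole reads divided by 1 factor per library, and a further factor per gene is inferred from the values. The authors also deposited, for each segment, a log2 fold change of VSG against sham with its standard error, and a p-value of the DESeq2 Wald test with its Benjamini-Hochberg adjusted form. These were used only where the authors' deposited table is named. Each table lists 48440 genes, 113 names are shared by more than 1 gene, and 48058 identifiers were matched to GENCODE M21, which gave the positions. Every column of values per library belongs to 1 of these libraries.

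Each segment was tested separately with limma 3.58.1 in R 4.3.3, with a trend of variance with expression, on log2(normalized count + 1) of the deposited values, over genes with a mean normalized count above 10. Genes were called at the paper's thresholds, a p under 0.05, an adjusted p under 0.2, an absolute log2 fold change above 0.5 in the deposited values and a mean above 50. The paper's gene sets and 12 marker lists were tested with camera at a preset correlation of 0.01. The lists were stem cell, proliferation, enterocyte, enteroendocrine, goblet, Paneth, tuft, immune, stroma, Notch target, FXR target and MHC class II; lists of stomach and pancreas genes were added after the values were seen. The difference between segments was tested with limma on each mouse's jejunal minus duodenal value. Single genes and single differences have exact permutation tests, and limma gives adjusted p-values, of the deposited values on the log2 scale. These permutation tests over all splits (15 for 4 against 2, 6 for 2 against 2) were two-sided. Principal components used the 500 most variable genes. The genes named in the text are the 60 genes of the paper's Figure 3, Table 2 and text, and in each segment up to 3 called genes with the largest rise and 3 with the largest fall whose VSG libraries all lie on one side of the sham libraries. Of these, 1 gene is not reported here. Members of a marker list are named as its most abundant genes or as genes shared with another list or the paper, and other genes are named as chosen after their values were seen. Alternatives were pseudocounts of 0.5 and 10, other filters, quantile normalization, each library scaled to the same total, limma without trend, an adjusted p under 0.05, a replicate block, and leaving out each library. Tables and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

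The steps were tested on simulated data with 200 genes changed. Simulated genes of similar level shared the same spread, and no loss of genes or outlying library was added. Recovery in the real libraries can therefore be lower than the values given here. Limma with trend recovered 75.5%, 55% and 23% of 4-fold changes in the duodenum, jejunum and ileum and 95%, 85.5% and 61% of 16-fold changes. With 4-fold changes, 4.71%, 5.04% and 4.64% of the unchanged genes had a p under 0.05, and 22, 36 and 6 unchanged genes were called. Limma without trend recovered 45%, 0% and 0% of 4-fold changes and 87%, 77.5% and 0% of 16-fold changes. What 1 read was worth ranged from 0.586 to 2.07 normalized counts, so a value of 0 allows at most 3 reads, counting error only. Implied depth per library is given with the first results.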

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

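The tests on abundant ileal and jejunal genes, on the tuft list and on the FXR target list were chosen only after the result was seen. Of 118 groups of 4 VSG libraries (1 gene in 1 segment), 12 had 1 library far from the other 3, where chance alone gives 5.9.

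VSG replicate 1 of the jejunum was that library for 4 genes. The gap to the nearest of the other VSG libraries, as a share of the whole range on the log2 scale, was 0.867 for Gip (187 against 10843 to 20203 normalized counts), 0.849 for Notch4 (0 against 112 to 261), 0.923 for Nr1h4 (5937 against 1586 to 1755) and 0.952 for Nr1i3 (5.57 against 2003 to 2668). The ileal gene Slc10a2 had 5886 normalized counts in it and at most 145 in the other jejunal libraries, while the proximal genes Gata4 and Onecut2 had 322 and 0, against at least 4619 and 218; these 3 genes were chosen after their values were seen. Genes for a test were chosen on 3 other mice. The library was the highest of 3 jejunal VSG libraries for 69.0% of 29 ileal genes and the lowest for 48.6% of 311 jejunal genes, so a more distal piece of intestine and a rise of ileal genes alone cannot be told apart by this test, since many of its genes are near 0. Over 32 ileal genes it lay a median of 92.0% of the way from the jejunal to the ileal mean, as an ileal library carrying a jejunal label would. Among abundant genes it was the lowest for 56 of 68 jejunal genes and the highest for 20 of 20 ileal genes. It lay 93.5% of the way to the ileum for the ileal and 41.5% for the jejunal genes, where VSG replicates 2 and 3 lay 11.3% and -4.96% for the ileal genes. An ileal library, VSG replicate 5, lay 70.7% and 46.5%. Tissue from farther along the intestine may therefore account for these values, and an exchanged label or a mixture with ileal cells stays open. A response to VSG would have to be confined to 1 of the 4 mice, and was not tested.

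The other 8 single libraries follow no common pattern. The gap was 0.910 for Atoh1 in jejunal VSG replicate 4 (529 against 1512 to 1677 normalized counts), 0.945 for Neurog3 in duodenal VSG replicate 2 (387 against 700.3 to 725), 0.908 for Sox4 in duodenal VSG replicate 1 (7918 against 5806 to 5975), 0.858 for Apoc3 in duodenal VSG replicate 4 (1278 against 3579 to 4242) and 0.904 for Nr1i3 in duodenal VSG replicate 1 (1707 against 2973 to 3153). In these 5 cases the other 3 libraries lay close together, and no biological explanation was tested. It was 1 for Fgf15 in duodenal VSG replicate 3 (56.8 against 0 in each of the others), 1 for Fgfr1 in the same library (161 against 0) and 0.892 for Fgfr1 in jejunal VSG replicate 2 (115 against 0 to 0.669). In these 3 cases the gene was at or near 0 in the other 3 VSG libraries. Whether those zeros are lost reads or missing transcripts was not tested.

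The change of Nkx2-2 after VSG differed between jejunum and duodenum by -2.30 on the log2 scale in a test of the difference itself (standard error 0.54, exact permutation p = 0.0667 over 6 mice, the smallest that the design allows). It was the only one of 56 named genes with an unadjusted limma p under 0.05. The adjusted p in limma was 0.985 over all genes tested and 0.339 adjusted over the list alone, a list from the study of these same samples, so the difference does not pass either correction. All 6 jejunal libraries were above 0 for Nkx2-2, from 96.8 to 1017 normalized counts, which argues against lost reads. The jejunal change of 0.33 was 0.78 without VSG replicate 1, the library with ileal genes, and -0.34 without VSG replicate 2. Chance over 56 genes and a regional response to VSG both stay open, and neither was tested further.

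The paper does not analyse the tuft cell list, whose median log2 fold change in the duodenum was 1.88 (11 of 11 genes higher, adjusted p = 1.72e-10 from camera in limma). Leaving out each library in turn gave 1.18 to 2.36, and the adjusted p was 0.468 with an estimated correlation and 0.247 with fry. Its most abundant member, Trpm5, averaged 7095 normalized counts after VSG and 1973 after sham surgery. None of the 11 genes is in another list or named by the paper. Dclk1, a tuft cell marker shown in Figure 3, is not in the list. In the authors' deposited table its log2 fold change was 1.23 in the duodenum (adjusted p = 0.345 from the DESeq2 Wald test). There it was 0.67 in the jejunum and -1.99 in the ileum, against the direction of the ileal list. The exact permutation p-values of Dclk1 were 0.133, 0.667 and 0.333 in the 3 segments. Fewer enterocytes among the sorted cells would raise the markers of every other cell type alike. The tuft score minus the enteroendocrine score rose by 2.20 in the duodenum, from -1.49 and -1.44 in the sham libraries to 0.08 or more after VSG, which argues against that explanation for the duodenum. In the jejunum the list's median was 2.81 (11 of 11 genes higher, adjusted p = 8.43e-06 from camera in limma), but 0.16 without sham replicate 1. There the score difference rose by 2.88, while VSG and sham libraries overlapped (-0.94 as the lowest after VSG and -0.93 as the highest after sham surgery), so fewer enterocytes and more tuft cells cannot be told apart in the jejunum. More tuft-lineage cells, or more tuft transcripts per cell, after VSG may underlie the duodenal rise. A difference in sorting between the surgeries was not tested.

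Another list that the paper does not report for the ileum is the enteroendocrine list, with a median log2 fold change of 1.95 (9 of 11 genes higher, adjusted p = 0.0235 from camera in limma). With an estimated correlation the adjusted p was 0.468 and with fry 0.247. The median was 0.57 without sham replicate 1 and 4.91 without sham replicate 2. Chgb, its most abundant member, averaged 3288 after VSG and 855 after sham surgery. None of the 12 genes listed is in another list or named by the paper. Lost genes may contribute, but the zeros do not decide it. In the ileum both zeros of genes at 0 in exactly 2 libraries fell in the sham libraries for 32.2%. Each library's own rate gives 28.0%, close to this share, and a VSG effect would also raise that rate. The zeros therefore cannot tell loss in each library on its own from a VSG effect. With 2 libraries per surgery a rise of the lineage after VSG also stays open.

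The FXR target list was lower in the ileum after VSG, with a median log2 fold change of -0.998 (0 of 5 genes higher, adjusted p = 6.66e-06 from camera in limma) and -1.35 to -1.01 with each library left out in turn. The adjusted p was 0.468 with an estimated correlation and 0.254 with fry. Of its 6 genes, Fgf15 is also named by the paper. The most abundant, Fabp6, averaged 50951 normalized counts after VSG and 172152 after sham surgery. Changed FXR signalling and pieces of ileum from different positions cannot be told apart by the median of -0.998, which is the observation itself, and the list also holds Slc10a2, a gene that FXR represses. Fabp6 itself depends on position, with 29162 to 208801 normalized counts in the ileum and at most 313 in the jejunal libraries other than VSG replicate 1.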

How the results depend on the processing

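The alternatives for the marker lists (estimated correlation, fry), limma without trend for genes increased in 1 segment only and the joint scaling of all 16 libraries were chosen only after the result was seen. All other alternative settings were listed before the data were examined. Count models were among them, to be run if whole reads could be recovered, and were not run, because no more than 30.1% of duodenal, 29.3% of jejunal and 37.3% of ileal genes with a mean above 50 had values that correspond to whole reads in every library.

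In the duodenum, where 4 genes were called, 0 were called with an adjusted p under 0.05, a pseudocount of 0.5, no filter, a filter at a mean of 50 or each library scaled to the same total. At an unadjusted p under 0.05 there were 1057 genes, 1047 with a pseudocount of 0.5, 1046 with no filter, 886 with a filter at 50 and 1077 with the same total. A pseudocount of 10 gave 10 and limma without trend 43, and leaving out 1 VSG library gave 0 to 44, the highest without VSG replicate 1. In the jejunum, where 2 genes were called, an adjusted p under 0.05 gave 1, limma without trend 61, and leaving out 1 VSG library 0 to 1. In the ileum, a pseudocount of 10 gave 3 and limma without trend 463, against 0. Genes increased in 1 segment only numbered 2, and were 1 with an adjusted p under 0.05, 6 with a pseudocount of 10, 470 with limma without trend and 0 to 20 with 1 VSG library left out (20 without VSG replicate 1). Without a sham library 1 remains, so no genes were called there and no p is given, and the same holds for each ileal library. The cause was not tested.

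Scaling moved the median of all genes by more than 0.1. The median log2 fold change over all genes was 0.11 in the jejunum and 0.34 with each library scaled to the same total, and 0.24 in the ileum, 0.35 with the same total and 0.04 with quantile normalization. Among genes at an unadjusted p under 0.05, 470 of 1057 were higher in the duodenum, 576 of 957 in the jejunum and 290 of 455 in the ileum. With the same total these were 595 of 1077, 744 of 983 and 346 of 480, and with quantile normalization 132 of 275 in the ileum. For the difference between jejunum and duodenum, 388 were higher and 234 lower in the jejunum, and 294 and 338 with quantile normalization. No gene reached an adjusted p under 0.2 under any of the 9 alternatives run for this difference, with 521 to 672 genes at an unadjusted p under 0.05.

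For the gene sets of Figure 3, camera with an estimated correlation left the medians where they were and raised the p-values from limma to 0.0408 for the secretory set in the duodenum, 0.176 for the secretory set in the jejunum (1.18), 0.0848 for the Notch set in the jejunum (-0.66), 0.0509 for the enterocyte set in the duodenum (-1.30) and 0.0590 in the jejunum (-1.67). With fry the p-values were 0.0546 and 0.109 for the secretory set in duodenum (0.57) and jejunum, 0.135 for the Notch set in the jejunum, and 0.0304 and 0.0531 for the enterocyte set in duodenum and jejunum. All these sets come from the study of these same samples. In the ileum, which Figure 3 does not show, the Notch set had a p of 0.00549 with fry in limma. It was 0.259 from camera with an estimated correlation and 0.126 with the preset one. Over the fits that each left out 1 library, the secretory median ran from 0.16 to 0.96 in the duodenum and 0.48 to 1.55 in the jejunum, and the enterocyte median from -1.49 to -0.82 and -2.25 to -1.08. The EEC median ran from -0.12 to 0.84 in the duodenum and -0.27 to 0.48 in the jejunum, and was 0.22 in the jejunum with the same total. It was below 0 in the duodenum without VSG replicate 3, and above 0 in the jejunum without VSG replicate 1 (0.47) or VSG replicate 4. The Notch median ran from -0.01 to 0.72 in the duodenum, at -0.0110 without VSG replicate 2, and -1.17 to -0.41 in the jejunum, weaker without VSG replicate 1. The cause was not tested. Of the 12 marker lists in 3 segments, 0 had an adjusted p under 0.05 with an estimated correlation and 0 with fry, against 18 with the preset correlation; the unadjusted p was under 0.05 for 2 and 5.

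The first principal component of the duodenum held 31.4% with a pseudocount of 10 and 32.4% with all genes of a mean above 50, and 33.8 to 38.7% with 1 library left out. In the jejunum it held 40.6 to 58.7% and in the ileum 52.2 to 68.0% with 1 library left out. The cause was not tested.

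Of 70 log2 fold changes of single genes given in the text (33 in the duodenum, 30 in the jejunum and 7 in the ileum), 63 kept their direction under the pseudocounts, scalings and replicate block run with all libraries, and 45 also with each library left out. With each library scaled to the same total, Cck in the jejunum was 0.22, the log2 fold change of Cd44 in duodenum 0.0698 and the log2 fold change of Foxa2 in duodenum 0.0135. Quantile normalization gave 0.0060 for Cd44 in the duodenum, against -0.0108, and a pseudocount of 10 gave -0.14 for Dll3 in the duodenum. For the log2 fold change of Apoc3 in ileum, quantile normalization gave -0.0753 against 0.0217. Counting each sign change, also where a sham library was left out and no test was run, 25 of the 70 changed direction at least once. With 1 library left out their ranges were, in the duodenum, Atoh1 (-0.87 to 1.70), Dll3 (-2.91 to 3.90), Pax4 (-0.96 to 5.83), Pax6 (-0.21 to 3.47), Cck (-0.18 to 0.25), Gip (-0.57 to 0.99), Cd44 (-0.26 to 0.24), Notch1 (-0.10 to 1.90), Notch2 (-0.26 to 0.36), Dvl1 (-0.27 to 0.72), Muc2 (-0.52 to 2.01), Foxa2 (-1.31 to 1.18) and Dll1 (-0.06 to 0.84), in the jejunum, Cck (-0.27 to 0.56), Sis (-1.78 to 0.02), Notch1 (-2.13 to 1.35), Notch2 (-1.16 to 0.40), Notch4 (-2.71 to 1.38), Foxa2 (-1.25 to 7.77) and Nkx2-2 (-0.34 to 0.78), and in the ileum, Pyy (-2.23 to 1.39), Alpi (-1.002 to 0.03), Enpp7 (-0.86 to 1.203), Apoc3 (-0.80 to 0.84) and Sis (-0.59 to 0.67). Fits with all libraries gave 14 further gene results weaker and 319 the same, and leaving 1 library out gave 19 weaker and 42 moved. For receptor means, 13 moved under another average or scaling and 175 did not. The cause was not tested.

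Replicate numbers 1 and 2 of VSG and sham mark different mice, and their deviations from the group means did not go together (Pearson r -0.0489 and -0.0263 in the duodenum, 0.0543 and 0.00995 in the jejunum). With the number as a replicate block, 0 genes were called in the duodenum and 0 in the jejunum, with 710.0 and 458 genes at an unadjusted p under 0.05. The replicate block gave 0.18 for the EEC set in the jejunum, and in the duodenum -0.61 for Atoh1 and -0.40 for Dll3. It also gave -0.0334 as the log2 fold change of Cck in duodenum and 0.0890 as the log2 fold change of Cd44 in duodenum. No block was run in the ileum, where the VSG and sham libraries share no replicate number. The depth of the ileal sham libraries limits what a 0 means there. Simulated 4-fold changes in 200 genes were recovered by limma with trend for 75.5% in the duodenum, 55% in the jejunum and 23% in the ileum. The simulation added no loss of genes and no outlying library, so recovery in the real libraries can be lower. Limma without trend called 0 simulated ileal genes, even with 16-fold changes, against 463 in the real ileum.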

Differences from the paper's values

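No test was chosen only after the result was seen for the comparisons with the paper's values, apart from the joint scaling of all 16 libraries named with its values. In the duodenum limma called 4 genes, 0 higher and 4 lower after VSG, against the paper's 467 altered genes, the paper's 259 increased and the paper's 208 decreased. In the jejunum it called 2 genes, 2 higher and 0 lower, against the paper's 510 altered, 348 increased and 162 decreased genes. In the ileum it called 0 genes, 0 higher and 0 lower, against the paper's 955 altered, 600 increased and 355 decreased genes. At an unadjusted p under 0.05 there were 1057, 957 and 455 genes. None of the alternatives set before the data were examined closed the gap in any of the 9 counts. The largest numbers called were 44 in the duodenum without VSG replicate 1, and 61 in the jejunum and 463 in the ileum with limma without trend. The authors' deposited table of each segment holds as many genes past the paper's thresholds as the paper states.

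Averages of Table 2 were read by eye. An alternative is named below where its mean came within 1.5 times the paper's average or within 1 SD of the libraries, which can leave most of a gap. In the ileum, the mean of Nr1h4 was 4037 against the paper's about 6600 (Table 2, read by eye), and that of Nr1i2 was 2778 against the paper's about 4600 (Table 2, read by eye). Of the alternatives set before the data were examined, the mean over the sham libraries only (4631 and 3474) and the mean without VSG replicate 5 came within these limits for both, and the others did not. Ileal Nr1i3 was 518 against the paper's about 960 (Table 2, read by eye), within the limits for the mean over the VSG libraries only (701) and without sham replicate 2. Ileal Fgfr2 was 411 against the paper's about 890 (Table 2, read by eye), within them for the mean over the VSG libraries only (652). Nr3c1 in the ileum was 4287 against the paper's about 6800 (Table 2, read by eye), within the limits for the mean over the sham libraries only (4779), without VSG replicate 4 and without sham replicate 1. Nr3c2 in the ileum was 1239.8 against the paper's about 2100 (Table 2, read by eye), within them for the mean over the VSG libraries only (1438), without VSG replicate 5 and without sham replicate 1. Rxra in the duodenum was 5466 against the paper's about 3600 (Table 2, read by eye), just within 1.5 times for the mean over the VSG libraries only (5306), without VSG replicate 4 and without sham replicate 1. None of the alternatives set before the data were examined came within the limits for Rxra in the ileum (4527 against the paper's about 9000), Fgfr1 in the ileum (15.4 against the paper's about 80), Fgfr3 in the duodenum (2123 against the paper's about 1100) and Fgfr3 in the ileum (554 against the paper's about 1200), all in Table 2, read by eye. With all 16 libraries scaled together, an alternative chosen after seeing the values, the 11 averages came within the limits for each gene except ileal Fgfr1, with 6671 for ileal Nr1h4, 3738 for duodenal Rxra and 25.1 for ileal Fgfr1. Of 43 averages, 17 lay more than 1.5 times from the paper's and 4 with the joint scaling, where ileal Egfr, jejunal Fgfr1 and ileal Esr1 also remained, within the SD of the libraries.

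In 1 sentence on a rise of secretory and gut peptide genes, particularly in the duodenum and jejunum, the paper names Atoh1, Spdef, Dll3, Dll4, Pax4, Pax6, Gcg, Pyy, Cck, Gip and Fgf15, and 3 of these 11 had the opposite sign in 1 of these segments. Of the 18 secretory genes of Figure 3, Trim35, Foxa2 and Cd44 were lower in the duodenum, and Dll1 and Neurod1 in the jejunum. Duodenal Fgf15 was -4.20, jejunal Gip -1.59 and jejunal Cck -0.01, where Cck was 0.22 with each library scaled to the same total. None of the 3 is a clear reversal. Duodenal Fgf15 was near the limit of detection, with a mean of 26.0 normalized counts. Jejunal Gip rests on VSG replicate 1, the library with ileal genes, at 187 against 10843 to 20203 in the other VSG libraries. Without that library most of its change was gone. Duodenal Dll3 was 0.49, in the paper's direction, and -0.14 with a pseudocount of 10. In the authors' deposited table, duodenal Dll3 has -0.93, jejunal Gip -0.40 and jejunal Cck 0.26. The paper states that Foxa2 and Trim35 fell and Dll1 rose in duodenal relative to jejunal ISCs, and the differences went the same way but none passed an adjusted p under 0.2 in limma, with 3.33, 3.78 and -0.80 for jejunum minus duodenum. It states that Notch1, Notch2 and Notch4 fell in the jejunum and not in the duodenum, and their jejunal changes were -0.39, -0.38 and -0.66, with adjusted p-values of 0.930, 0.897 and 0.947 from limma. Figure 3 marks Notch1 in the jejunum, and the authors' deposited table lists it with an adjusted p of 0.963. Figure 3 also marks Cd24a, Nkx2-2, Spdef and Notch4 in the duodenum, Cd44 and Pyy in the jejunum, and Alpi and Enpp7 in both, and limma called none of these genes in these segments under any setting run. In the ileum, limma without trend called Notch1.

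The paper states that principal components stratified the surgeries in each segment. Its text does not give the transformation, genes or component behind this, so its components may differ from those here. On the first component here the libraries separated in the ileum only, not in the duodenum or jejunum. On the second they separated in the duodenum and the ileum, in the ileum also under each alternative run with all libraries. On the first component they also separated in the jejunum with a pseudocount of 10, and in the duodenum with all genes of a mean above 50 or without VSG replicate 1 or 3. In the ileum they no longer separated on the first component with all genes of a mean above 50 or with each gene scaled to unit variance. It states that Esr1 and Pgr were not detected and that Htr4 was not found in the ileum. Esr1 was above 0 in 12 of 16 libraries, Pgr in 1 duodenal library and Htr4 in 1 ileal library. Mean Htr4 was 209 in the duodenum and 28.8 in the jejunum against the paper's 152 and 29, within 1 SD. Table 2 labels Nr1h3 as Pxr and Nr1i2 as Lxr, where the gene names assign Nr1i2 to PXR and Nr1h3 to LXR.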

Other observations

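The tests on the depth of sham replicate 1 of the jejunum, on ribosomal RNA and on the averages of Table 2 were chosen only after the result was seen.

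Among ileal genes that the authors call increased and that were listed at 0 in both sham libraries, 453 could be followed. At the VSG mean, a median of 114 reads were expected in the shallower sham library, and at least 75.9. These genes were selected for a mean above 50 and zeros in sham, which sets a high VSG mean by itself. Lower depth alone would still leave reads at that level, and 0% of the 453 genes had under 3 expected reads. The selection alone keeps the expected reads above 3, so this outcome was set in advance and is no separate test of depth. Lost genes and a VSG effect are not told apart by it either. Of these genes, 24.5% were also listed at 0 in 1 of the VSG libraries. If each library loses genes on its own, zeros in exactly 2 libraries should fall together in the sham libraries at a rate set by each library. The observed share was 8.86% in the duodenum against 7.55% expected, and 9.93% in the jejunum against 11.0% expected. In the ileum it was 32.2% against 28.0% expected, and in all 3 segments it lay within 5 percentage points of the expectation. The expectation uses each library's own rate of zeros, which a VSG effect on these genes would also raise. Loss of genes in single libraries and a VSG effect therefore cannot be told apart by this test.

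Sham replicate 1 of the jejunum lay far from the other 5 jejunal libraries. Its enterocyte list score was 1.52 and those of the others at most 0.35. A larger share of mature enterocytes would lower each of 4 other lists in it below the remaining libraries, and 3 of the 4 were lower: stem cell -2.85, goblet -1.59 and tuft -4.45. The enteroendocrine score, -1.54, was lower only in VSG replicate 1 (-2.76), the library with ileal genes, and the other 4 libraries lay at 0.81 to 1.47. A larger enterocyte share and another reason therefore cannot be told apart from 1 library. Its implied 42.2 M reads, above the jejunal median, argue against lower depth. Of the genes with a mean above 50, 13.0% were listed at 0 in sham replicate 1, against 1.65% to 6.70% in the other jejunal libraries. Loss of genes in this library was not tested as a reason for its scores and stays open. Sorting of a different mix of cells remains open, and no biological explanation was tested. Its weight in the jejunal comparison is visible in the stem cell list, whose median of 1.12 was -0.12 without it.

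AY036118 was listed at 0 in 5 of 16 libraries and at 7462 to 48249 normalized counts in the other 11. In the ileum it moved the other way, at 0 in both VSG libraries. Ribosomal RNA carried into the VSG libraries would raise Rn18s-rs5 too, a gene chosen after its values were seen, and its jejunal log2 fold change was -1.80. The same gene overlaps AY036118 on the same strand, so it could not serve as a separate measure. In 4 of the 5 libraries at 0, Rn18s-rs5 was above the median of the segment's other libraries, as in duodenal VSG replicate 1 (880098 against 376838), and in each of the 4 the gap was larger than the highest count of AY036118. Ribosomal RNA in the libraries and the assignment of reads between the 2 genes therefore cannot be told apart from these values, and no biological explanation was tested.

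Some stomach and pancreas genes were uneven between duodenal libraries. Gkn2, chosen after its values were seen, marked sham replicate 2, and 6 of the 11 stomach genes found (16 listed) were highest in that library, among them Tff2 (1710.0 normalized counts) and Gkn1 (260.0, and 0 in the others). Gkn3 was highest there by little (3264, against 918 to 3089), and VSG replicate 4 had the most Pgc (1142) and Muc6 (431) and 843 of Tff2. Amylase genes, also chosen after their values were seen, marked VSG replicates 2 and 3, and 14 of the 16 pancreas genes found (18 listed) were highest in 1 of these, among them Ctrb1 (2686 in VSG replicate 3 and 725 in VSG replicate 2) and Pnlip (1943 and 198). Reg1, the most abundant, was highest in sham replicate 2. These lists were written after the first values were seen and hold no gene of another list, though the duodenum expresses some of their genes. RNA from pancreas cells in VSG replicates 2 and 3, and from stomach cells in sham replicate 2, may account for part of these values, though stomach genes were not limited to that library, and no biological explanation was tested.

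The means over each separately normalized segment differed from the averages of Table 2 by a median of 35.6% over 43 averages. With all 16 libraries scaled together, chosen after seeing the values, the median difference was 7.91%, and 32 averages lay within 20%, against 14. The averages of Table 2 could come from a joint scaling of all segments, which the paper does not state.

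The 6 mice with duodenal and jejunal libraries can be split into 4 and 2 in 15 ways. As many duodenal genes at an unadjusted p under 0.05 were found in 3 of the 15 splits, as many jejunal genes in 4, and as high a correlation of fold changes between the segments in 1 of 15, the real split. A design with 15 splits cannot give a share under 0.05, so surgery and a grouping of mice by chance cannot be told apart from these counts. Libraries of the same surgery were hardly closer than those of different surgery. Spearman correlations between duodenal libraries ran from 0.901 to 0.945 within and 0.896 to 0.936 between surgeries, from 0.843 to 0.932 and 0.809 to 0.928 in the jejunum, and from 0.711 to 0.782 and 0.716 to 0.768 in the ileum.

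Medians of the log2 fold change of the marker lists, with the number of genes higher after VSG, the adjusted p from camera in limma over 36 list tests and the range with each library left out in turn, were as follows. For the stem cell list they were 0.28 (9 of 12 genes higher, adjusted p = 0.0399, 0.10 to 0.42) in the duodenum, 11 of 12 higher in the jejunum (adjusted p = 7.20e-04, -0.12 to 2.19) and 1.06 (9 of 11 genes higher, adjusted p = 0.0971, 1.00 to 2.09) in the ileum. The proliferation list had 0.01 (7 of 14 genes higher, adjusted p = 0.751, -0.22 to 0.20) in the duodenum, 1.18 (13 of 14 genes higher, adjusted p = 4.90e-04, -0.34 to 2.64) in the jejunum and 0.53 (10 of 14 genes higher, adjusted p = 0.369, -0.41 to 3.53) in the ileum. The enterocyte list had -0.79 (0 of 12 genes higher, adjusted p = 5.32e-09, -1.06 to -0.47) in the duodenum, -1.01 (0 of 12 genes higher, adjusted p = 2.49e-06, -1.68 to -0.36) in the jejunum and 0.03 (6 of 12 genes higher, adjusted p = 0.349, -0.71 to 0.43) in the ileum. The goblet list had 0.53 (8 of 10 genes higher, adjusted p = 0.0326, 0.17 to 1.00) in the duodenum, 1.39 (9 of 10 genes higher, adjusted p = 8.34e-05, 0.59 to 2.27) in the jejunum and 0.65 (8 of 10 genes higher, adjusted p = 0.349, -0.0390 to 1.86) in the ileum. The Paneth cell list had 0.11 (7 of 8 genes higher, adjusted p = 0.571, -0.27 to 0.57) in the duodenum, 0.86 (8 of 8 genes higher, adjusted p = 0.00259, -0.22 to 2.22) in the jejunum and 3.29 (8 of 8 genes higher, adjusted p = 0.00442, 0.63 to 4.43) in the ileum. The immune list had 1.03 (2 of 4 genes higher, adjusted p = 0.237, 0.89 to 1.53) in the duodenum, 0.15 (3 of 5 genes higher, adjusted p = 0.637, -2.28 to 3.05) in the jejunum and 3.13 (3 of 4 genes higher, adjusted p = 0.305, 1.05 to 5.88) in the ileum. The stroma list had -3.04 (2 of 6 genes higher, adjusted p = 0.0223, -4.66 to -1.79) in the duodenum, 2.98 (4 of 4 genes higher, adjusted p = 0.1403, 2.22 to 3.87) in the jejunum and -0.73 (2 of 5 genes higher, adjusted p = 0.467, -1.75 to -0.51) in the ileum. The Notch target list had 0.12 (4 of 7 genes higher, adjusted p = 0.476, -0.0312 to 0.24) in the duodenum, 1.34 (6 of 6 genes higher, adjusted p = 0.0202, 0.13 to 2.20) in the jejunum and 1.94 (5 of 6 genes higher, adjusted p = 0.132, 0.67 to 2.74) in the ileum. The MHC class II list had 1.77 (7 of 7 genes higher, adjusted p = 3.24e-06, 0.28 to 3.17) in the duodenum, 0.71 (7 of 7 genes higher, adjusted p = 0.0534, -0.41 to 1.70) in the jejunum and -0.69 (2 of 7 genes higher, adjusted p = 0.0215, -1.13 to -0.10) in the ileum. The enteroendocrine list had 0.04 (7 of 12 genes higher, adjusted p = 0.902, -0.39 to 0.16) in the duodenum and 0.08 (6 of 12 genes higher, adjusted p = 0.631, -0.53 to 1.34) in the jejunum, where the median was 1.197 without VSG replicate 1, -0.53 without sham replicate 1 and 1.34 without sham replicate 2. The tuft list had 4.15 (9 of 10 genes higher, adjusted p = 0.0390, 2.12 to 5.10) in the ileum. The FXR target list had -0.64 (2 of 6 genes higher, adjusted p = 0.141, -1.43 to -0.32) in the duodenum and 0.60 (4 of 6 genes higher, adjusted p = 0.369, -0.29 to 2.49) in the jejunum, where the median was -0.10 without VSG replicate 1. Leaving out 1 library changed the sign of the median in 14 of the 36 tests. The jejunal Notch target median of 1.34 was 0.13 without sham replicate 1, and the ileal one was lowest without VSG replicate 4. Olfm4 is in both the stem cell and the Notch target list, Lgr5 of the stem cell list is named by the paper, and no other gene of these lists is in another list or named by the paper apart from Fgf15.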
